# Dietary Erythrodiol Modifies Hepatic Transcriptome in Mice in a Sex and Dose-Dependent Way

**DOI:** 10.3390/ijms21197331

**Published:** 2020-10-04

**Authors:** Roubi Abuobeid, Luis Herrera-Marcos, María A. Navarro, Carmen Arnal, Roberto Martínez-Beamonte, Joaquín Surra, Jesús Osada

**Keywords:** erythrodiol, mice, liver, apolipoprotein E, olive oil, transcriptome

## Abstract

Erythrodiol is a terpenic compound found in a large number of plants. To test the hypotheses that its long-term administration may influence hepatic transcriptome and this could be influenced by the presence of APOA1-containing high-density lipoproteins (HDL), Western diets containing 0.01% of erythrodiol (10 mg/kg dose) were provided to *Apoe*- and *Apoa1*-deficient mice. Hepatic RNA-sequencing was carried out in male *Apoe*-deficient mice fed purified Western diets differing in the erythrodiol content. The administration of this compound significantly up- regulated 68 and down-regulated 124 genes at the level of 2-fold change. These genes belonged to detoxification processes, protein metabolism and nucleic acid related metabolites. Gene expression changes of 21 selected transcripts were verified by RT-qPCR. *Ccl19-ps2*, *Cyp2b10*, *Rbm14-rbm4*, *Sec61g*, *Tmem81*, *Prtn3*, *Amy2a5*, *Cyp2b9* and *Mup1* showed significant changes by erythrodiol administration. When *Cyp2b10*, *Dmbt1*, *Cyp2b13*, *Prtn3 and Cyp2b9* were analyzed in female *Apoe*-deficient mice, no change was observed. Likewise, no significant variation was observed in *Apoa1*- or in *Apoe-*deficient mice receiving doses ranging from 0.5 to 5 mg/kg erythrodiol. Our results give evidence that erythrodiol exerts a hepatic transcriptional role, but this is selective in terms of sex and requires a threshold dose. Furthermore, it requires an APOA1-containing HDL.

## 1. Introduction

A preeminent health-promoting traditional eating pattern commonly known as The Mediterranean diet (MedDiet) has occupied a wide framework of global research efforts for decades due to the very low-cardiovascular disease mortality rates regardless of lifestyle, poverty or any geographical differences between countries who have traditionally consumed as was evidenced by The Seven Countries study [1]. Further epidemiological studies revealed that this pattern was also associated with lower mortality rates and thus provided a healthy and extended life-span [2]. Recent evidence has proved that an intervention using this diet is able to reduce cardiovascular mortality [3]. A review of these aspects can be found in [4].

Virgin olive oil, directly extracted from fresh olive fruits, stands out as the major source of lipids in the MedDiet [5,6]. Pomace olive oil is a blend obtained from remainder of the olives, skin, and pits used organic solvents [7] and is also consumed in this geographical area. Both have similar fatty acid composition [5,8], but vary in phytosterols, waxes, tocopherols and triterpenes (uvaol, maslinic and erythrodiol) with higher content in pomace than in virgin olive oil [9]. Several recent studies have shown that continuous consumption of pomace olive oil protects against carcinogenic activities [10], hepatic steatosis [9], atherosclerosis [6], cardiovascular problems (CHD and stroke), inflammation and type 2 diabetes mellitus [5]. The latter was associated with positive antioxidant properties [11] or reduction in blood pressure [5].

Erythrodiol (18b-olean-12-ene-3b,28diol) [7], a 30-carbon atom pentacyclic triterpene (Figure 1) is biosynthesized by a cascade of cyclizations and rearrangements from oxidosqualene [10,12,13]. The alcohol is present in virgin olive oil at a concentration of 75 mg/kg [9,13], with more presence in the unsaponifiable fraction of this oil [14] at a concentration of 500 mg/kg [9]. Erythrodiol is also detected in olive leaves [10,15], leading to approximately 60% of their triterpenic content [13]. This alcohol is widely distributed through other plant species including leaves of *Ficus mysorensis* [12], *Conyza canadensis* [16], *Celastrus kusanoi* stems [17], stem bark of *Erythrina indica* [18], birch bark trees [19] and leaves of *Maytenus ilicifolia* [20].

Several studies have shown favorable properties of erythrodiol including diverse endogenous anti oxidative activities [11], antiproliferative, proapoptotic actions against colon adenocarcinoma HT-29 cells [10], histolytic lymphoma (U937) cells [21], breast cancer [21], gastric cancer [16] and astrocytoma [22]. The triterpenoid is also related to several antioxidant, antithrombotic and vasorelaxant benefits against cardiovascular problems [23,24], combined with the ability to reduce cardiac hypertrophy and block profibrotic effects of angiotensin II [24]. Other biological activities include anti-inflammatory, immunomodulatory and anti-edematous properties by reducing neutrophil infiltration [8,14,25] and its ability to protect from neuroinflammation [25]. Erythrodiol was found to induce wound healing by increasing the production of actin filopodia, lamellipodia and stress fibers through activating Rho GTPases [19] and has provided antiplatelet properties when inhibiting ADP-induced activation [15].

Significant modifications on hepatic gene expression were found after long-term administration of pomace olive oil fraction-enriched diets with erythrodiol among other compounds [9]. Since the changes were not observed by its single administration, a new experiment was required to single out its action. In this regard, the long-term effect of erythrodiol needed to be addressed in order to understand and assess molecular functions and pharmacogenetic pathways of this triterpene.

## 2. Results

### 2.1. Somatometric Parameters

A long-term administration of a 10 mg/kg erythrodiol-supplemented Western diet was carried out in two mouse models of both sexes: *Apo1*- and *Apoe*-deficient mice. In the former group, erythrodiol administration for 12 weeks significantly increased body weight gain in males (4.2 ± 1.6 vs. 5.9 ± 1.4 g, *p* < 0.01 for control and erythrodiol, respectively). In contrast, in the second model, the administration of the triterpene for 4 weeks caused a decrease in body weight gain (4.5 ± 5.0 vs. 3.1 ± 3.3 g, *p* < 0.05 for control and erythrodiol, respectively) with a marked decrease in liver mass (1.6 ± 0.6 vs. 1.3 ± 0.5 g, *p* < 0.05 for control and erythrodiol, respectively). No effect was observed in females of both genetic models.

### 2.2. Histological Analyses

Mice lacking APOE are models of spontaneous hepatic steatosis as shown in Figure 2A. To explore the influence of erythrodiol administration on this parameter, histological analyses of livers were carried out. Male *Apoe*-deficient mice consuming a 10 mg/kg erythrodiol-enriched Western diet for 12 weeks showed decreased lipid droplets (Figure 2B). When the fat areas were quantified, the group receiving erythrodiol exhibited a non-significant (*p* < 0.06) trend to a lesser accumulation than control group, as shown in Figure 2C.

### 2.3. Hepatic Gene Expression of Apoe-Deficient Male Mice Fed for 12 Weeks on a 10 mg/kg Erythrodiol-Containing Western Diet

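Liver RNA of male Apoe-deficient mice was pooled from a few animals per pool, and 7 pools of the control group and 7 of the erythrodiol group were each sequenced as 1 library in paired-end mode on the BGISEQ-500 platform. Apoe-deficient mice lack apolipoprotein E, and erythrodiol is a triterpene of the olive, given at 10 mg/kg in the Western diet. The paper gives 12 weeks on the diets, while the labels of the samples give 8 weeks. Control libraries held between 34856340 and 55244294 clean reads, with a median of 48008204, and erythrodiol libraries between 47669656 and 48058606, with a median of 47982680. The authors mapped clean reads to the genome with HISAT, assembled transcripts with StringTie, called SNPs with GATK and splicing events with rMATS, and counted reads on genes with Bowtie2 and RSEM. The numbers of clean reads, mapping rates, genes, transcripts, SNPs and splicing events were deposited for each library. For these measures the groups were compared by the difference between their means with a two-sided exact permutation test over all arrangements of 7 libraries against 7. Gene expression was deposited as 1 expected count per gene and group. These counts summed to 122889032 in the control group and 124686047 in the erythrodiol group. By their mapping rates, the 7 libraries of each group mapped 122887639 and 124690110 read pairs to genes, so that the counts are sums over the libraries and each gene has 1 pooled value per group and no replicates. Apoe, on chromosome 7 of GRCm38 from 19696244 to 19701310, had 9403 counts in the control and 8293 with erythrodiol. A count covers the whole gene and does not tell whether an intact transcript was made. The authors' deposited table also gives a log2 ratio and a q-value per gene, from a test that compares the reads of the pooled libraries of each group and not the conditions. In that ratio each group was scaled by its total count, and a group with 0 counts was given 0.5 counts. Intervals for genes cover counting error only. Where a group had 0 counts, the smallest fold change was computed with 3 counts in that group and the other group's count as it is, so it leaves out the error of the latter.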

To determine the impact of erythrodiol intake on hepatic transcriptome, seven RNA pools from fifteen animals receiving the above diet and another seven from fourteen mice receiving the Western control diet were sequenced using next generation sequencing. From each library, clean reads sequences (46,765 × 10^3^ ± 7189 × 10^3^), filtered from contaminants, adaptors, low quality regions, and reads with unknown bases, were mapped onto reference genome, followed by gene prediction. 

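The mean number of clean reads was 46764802 ± 7188851 (SD, n = 7) in control libraries and 47887995 ± 172644 (SD, n = 7) in erythrodiol libraries (two-sided exact permutation test, p = 0.700). Of the control libraries, 2 lay below the lowest erythrodiol library and 3 above the highest. The difference between the means was 1123193 reads and became -861550 without control replicate 3, the library with the fewest reads, and -125904 without control replicate 1. The distances of the libraries from their group median were larger in the control group (exact permutation test, two-sided, chosen after the values were seen, p = 0.0192). The share of clean reads mapped to the genome was 91.5% ± 6.60 (SD, n = 7) in control and 94.1% ± 0.375 (SD, n = 7) in erythrodiol libraries (exact permutation test, p = 0.395), and the difference fell from 2.61 to 0.141 percentage points without control replicate 3. The share mapped to a unique place was 60.0% ± 9.82 (SD, n = 7) and 66.3% ± 1.32 (SD, n = 7), respectively (exact permutation test, p = 0.118). It was lower in 4 control libraries than in any erythrodiol library, and without control replicate 6 the difference rose to 7.85 percentage points (exact permutation test, p = 0.0326). Without control replicate 5 it was 7.66 percentage points (exact permutation test, p = 0.0495). Without control replicate 3 it fell from 6.34 to 3.28 percentage points (exact permutation test, p = 0.231).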

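The share of clean reads mapped to the genes was 74.8% ± 5.17 (SD, n = 7) in control and 74.4% ± 1.17 (SD, n = 7) in erythrodiol libraries (two-sided exact permutation test, p = 0.846). Control replicate 3 had the lowest share, 64.3%, and without it the difference between the means changed from -0.383 to -2.12 percentage points (exact permutation test, p = 0.042), and without control replicate 1 to 0.726. The share mapped to a unique gene was 59.3% ± 6.44 (SD, n = 7) and 62.8% ± 2.59 (SD, n = 7) (exact permutation test, p = 0.203). Transcripts detected per library numbered 31369 ± 3051 (SD, n = 7) with the control diet and 33011 ± 393 (SD, n = 7) with erythrodiol (exact permutation test, p = 0.189), and genes 15261 ± 477 (SD, n = 7) and 15427 ± 134 (SD, n = 7) (exact permutation test, p = 0.406). Without control replicate 1 the difference between the means fell from 1642 to 828.0 transcripts and from 166.1 to 39.4 genes. Among libraries within 1% of the median number of clean reads, a choice made after seeing the data that leaves 2 control and 7 erythrodiol libraries, the difference in transcripts was -1367 (exact permutation test, p = 0.0278, the smallest p that these libraries allow).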

In both groups, the mapping ratio was 74% for a transcript number of 31,369 ± 3051. Splicing patterns contributed to a variety of differentially splicing genes with a total of 14,920 novel transcripts, 13,439 coding and 1481 non-coding transcripts. 

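The deposited summary listed 14920 assembled transcripts that the reference annotation lacks, of which 13439 were predicted to be coding and 1481 non-coding. The deposited annotation of the coding ones held 13439 transcripts with 197147 exons, pooled over the libraries. Of these, 12789 had at least 2 exons and 650 had 1 exon. The numbers refer to all libraries together, so that no comparison between groups can be made from them.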

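By the gene identifier of each entry, 11605 transcripts of the deposited coding annotation belonged to 5019 genes of the reference and 1834 transcripts to the same number of genes without a reference identifier. All transcripts of reference genes had at least 2 exons, with a median of 13 exons, whereas 1184 of the others had at least 2 exons and their median was 3. A single new transcript was added to 2688 of the reference genes, and the most for a single gene was 38.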

Coding genes showed 11,605 previously unknown splicing events for known genes and 1834 coding transcripts previously unknown. 

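SNPs called in each library numbered 8846 ± 3001 (SD, n = 7) in the control group and 10790 ± 404 (SD, n = 7) in the erythrodiol group, a difference of 1943 that was within the spread between control libraries (two-sided exact permutation test, p = 0.157). The control libraries ranged from 4496 to 11974 SNPs, with 3 below the lowest and 2 above the highest erythrodiol library, and the erythrodiol libraries from 10075 to 11148. The coefficient of variation was 33.9% in control and 3.74% in erythrodiol libraries, and distances from the group median differed between the groups (exact permutation test, two-sided, chosen after the values were seen, p = 0.0117). Without control replicate 6 the difference was 2465 (exact permutation test, adjusted p = 0.0466 over the 3 totals). Without control replicate 1 it fell to 1218 (exact permutation test, adjusted p = 0.309). Among libraries within 1% of the median number of clean reads, the difference was -930 (exact permutation test, adjusted p = 0.0556), with 2 control libraries in that range.

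**Figure D1:**
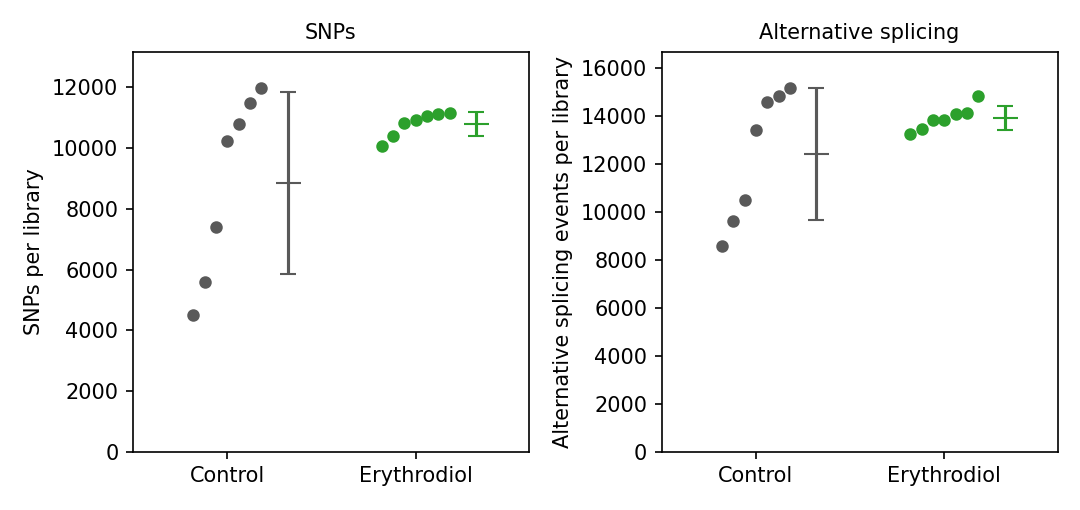
Number of SNPs (left) and of alternative splicing events (right) in each of the 7 control and 7 erythrodiol libraries. Each point is a library, in order of its value within the group, horizontal bars are group means and error bars are SD. Control libraries range from 4496 to 11974 SNPs and from 8578 to 15153 splicing events, erythrodiol libraries from 10075 to 11148 and from 13251 to 14801.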

Globally, the erythrodiol administration did not significantly modify single nucleotide polymorphisms. In this regard, transversions A–G were 3172 ± 1019 vs. 3835 ± 155 for control and erythrodiol groups, respectively, and those corresponding to C–T were 3113 ± 1024 vs. 3787 ± 133. 

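A–G changes ranged from 1702 to 4192 in control and from 3617 to 4049 in erythrodiol libraries, and the difference between the means was 663.0 (two-sided exact permutation test, p = 0.155, adjusted p = 0.188 over the 6 substitutions). For C–T the ranges were 1611 to 4162 and 3529 to 3898, and the difference was 674.7 (exact permutation test, p = 0.157, adjusted p = 0.188). In the case of A–G, 4 of the 7 control libraries lay below every erythrodiol library and 2 above. A–G and C–T together gave 6285 ± 2042 (SD, n = 7) and 7623 ± 272 (SD, n = 7) (exact permutation test, p = 0.157). As shares of all SNPs of a library, both were lower with erythrodiol, A–G by -0.591 and C–T by -0.203 percentage points (exact permutation test, adjusted p = 0.717 each).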

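For A–C the mean number per library was 609 ± 209 (SD, n = 7) in control and 743 ± 47.2 (SD, n = 7) in erythrodiol libraries, and for A–T 796 ± 336 (SD, n = 7) and 988 ± 61.1 (SD, n = 7). C–G changes numbered 577 ± 217 (SD, n = 7) and 726 ± 23.4 (SD, n = 7), and G–T changes 579 ± 200.2 (SD, n = 7) and 709 ± 28.6 (SD, n = 7). The exact permutation tests, two-sided, gave p = 0.145 for A–C, p = 0.188 for A–T, p = 0.135 for C–G and p = 0.147 for G–T, all with an adjusted p = 0.188. Control libraries went from 260 to 808 C–G changes and erythrodiol libraries from 698 to 764, so that 4 control libraries were below and 2 above all erythrodiol libraries. The 4 classes together gave 2561 ± 961 (SD, n = 7) and 3167 ± 134 (SD, n = 7) (exact permutation test, p = 0.153).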

No significant changes were observed for transversions either (A–C, 609 ± 209 vs. 743 ± 47; A-T 796 ± 335 vs. 988 ± 61; C–G, 576 ± 217 vs. 726 ± 23 and G-T, 578 ± 200 vs. 708 ± 28 for control and erythrodiol groups, respectively).

When alternative splicing events were screened, erythrodiol administration had no significant effect. 

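Splicing events of all types numbered 12381 ± 2747 (SD, n = 7) in control and 13892 ± 502 (SD, n = 7) in erythrodiol libraries (two-sided exact permutation test, p = 0.184). Of the control libraries, 3 lay below and 2 above all erythrodiol libraries. The difference between the means was 1511, and 877.1 without control replicate 1. Among libraries within 1% of the median number of clean reads, it was -1101 (exact permutation test, p = 0.0278). The authors' deposited table of differentially spliced events, made with rMATS, holds 16 events in 16 genes, of which 4 are skipped exons, 3 mutually exclusive exons, 3 alternative 3′ sites, 6 retained introns and 0 alternative 5′ sites. These were filtered by the authors for differing between the groups. Of the retained introns, 2 had a higher share of counts with retention with erythrodiol and 4 a lower share. The event in Hc, the one with the most counts, was listed on chromosome 2 of GRCm38 from 34991196 to 34991702. It had 3041 junction counts with retention and 3665 without in the control libraries together, by the authors' deposited table. In the erythrodiol libraries together it had 5197 and 3869. For Hc, single control libraries held between 59 and 838 of the counts with retention, and single erythrodiol libraries between 571 and 1011. In Klhl15, on the X chromosome from 94252415 to 94255968, the share of summed counts with retention went the other way, from 91.7% to 58.3%. The counts in the authors' deposited table were 22 with retention and 2 without in the control and 21 and 15 with erythrodiol. This share was computed here from the counts, with no correction for the lengths of the forms. In 7 of the 16 events all libraries together gave under 200 junction counts.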

Skipped exons were 6432 ± 1526 vs. 7178 ± 344 for control and erythrodiol groups; alternative 5′ splicing sites, 1568 ± 368 vs. 1789 ± 42; alternative 3′ splicing sites: 2181 ± 522 vs. 2503 ± 62; mutually exclusive exons, 696 ± 102 vs. 732 ± 48 and retained introns, 1504 ± 265 vs. 1688 ± 20 in control and erythrodiol groups, respectively.

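The difference between the means, erythrodiol minus control, was 746.9 skipped exons (two-sided exact permutation test, p = 0.235), 221.4 alternative 5′ sites (exact permutation test, p = 0.174), 322.4 alternative 3′ sites (exact permutation test, p = 0.172), 36.1 mutually exclusive exons (exact permutation test, p = 0.412) and 184.1 retained introns (exact permutation test, p = 0.147). Without control replicate 1 these differences fell to 414.0 skipped exons, 135.3 alternative 5′ sites, 198.1 alternative 3′ sites, 19.6 mutually exclusive exons and 110.1 retained introns. After adjustment over the 5 types p, with all libraries, was 0.29 for both alternative sites and for retained introns, 0.294 for skipped exons and 0.412 for mutually exclusive exons. Retained introns ranged from 1060 to 1741 in control and from 1664 to 1729 in erythrodiol libraries. Among libraries within 1% of the median number of clean reads, retained introns were lower with erythrodiol by -47.1 and alternative 5′ and 3′ sites by -138.1 and -188.6 (exact permutation test, adjusted p = 0.0463 each, from p = 0.0278, the smallest that the 2 control libraries left allow). There skipped exons differed by -670.6 (exact permutation test, adjusted p = 0.104) and mutually exclusive exons by -56.9 (exact permutation test, adjusted p = 0.194). The paper states that erythrodiol had no significant effect on alternative splicing events.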

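In the deposited gene counts, 17019 of the 17552 genes were above 0 in the control group and 16951 in the erythrodiol group, with 16473 above 0 in both. Genes above 0 with the control diet and at 0 with erythrodiol numbered 546, and 478 were above 0 with erythrodiol and at 0 in the control. The median count of both sets was 1 over the 7 libraries of the group together, and the highest was 49.5 and 14.7, respectively. With at least 10 counts required in the group that expresses the gene, 10 genes were left for the control and 4 for erythrodiol. Of all genes seen in 1 group alone, 14 passed the 2-fold and q-value limits in the authors' deposited table. A count of 0 in a group allows up to 3 counts, so at this depth absence of these genes from a group was not detectable for most of them.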

Differentially expressed genes, shown in Figure 3A, were 554 in the control and 488 in the erythrodiol group. 

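Of the 192 genes called by the 2-fold and q-value limits, 121 carried at least 1 biological process term in the authors' annotation, 35 of them higher and 86 lower with erythrodiol. These genes held 647 different terms, of which 509 belonged to 1 called gene each. The term held by most was positive regulation of gene expression, with 12 called genes, 1 higher and 11 lower, among 273 genes of that term with a log2 ratio. Glucose homeostasis, with 11 of 111 genes, and positive regulation of protein kinase B signaling, with 11 of 89, followed, and in both 10 were lower. Which genes hold these terms was not listed here, and the same gene or family of paralogs can hold several. The paper gives Mup1 gene expression and protein kinase B signaling as its processes, and major urinary protein genes can share reads. The numbers may thus not be of independent genes. Broad classes were not rebuilt, since they need the structure of the ontology, which was not used here.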

According to their gene ontology classification, Figure 3B, all kinds of biological processes were involved, being cellular processes the category that included the highest number of genes. 

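In the authors' deposited table 16567 of the 17552 genes had a log2 ratio, and 16375 did not pass the 2-fold and q-value limits together. A q-value under 0.001 alone was given to 8030 genes, 6192 higher and 1838 lower by a test that rests on pooled reads. With the 2-fold limit added, 68 genes were higher and 124 lower. Of these, 39 and 51 had under 100 counts in the groups together, and 25 had at most 3 counts in a group. The median log2 ratio in the authors' deposited table over 13291 genes with at least 100 counts was 0.16. Relative to that median, 48 genes were past the limits upwards and 187 downwards, so that the share of higher genes moved from 35.4% to 20.4%. Relative to genes of like length the numbers were 59 and 110, of which 52 and 98 were among the genes called before. Both scalings were chosen after seeing the data. The highest log2 ratios among the called genes of the authors' deposited table were those of Hist1h4m, LOC100862456, LOC102641086, Gm21104 and Xntrpc, and the lowest those of LOC102639505, Zfp965, Ttn, Gm21992 and LOC102637269. Xntrpc, on chromosome 7 of GRCm38 from 102065491 to 102096864, had 3.87 counts in the control and 61.0 with erythrodiol, a ratio of 15.5 with a counting interval of 5.58 to 56.9. LOC100862456 and LOC102641086 are both 239 bases long and had the same counts, 0 and 11.6, at least 3.82-fold higher with erythrodiol, and can share reads. With the error of both counts, the counting interval of their ratio started at 2.74.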

Using more stringent criteria of 2-fold change and false discovery rate of *p* < 0.001, 68 up- regulated genes and 124 down-regulated as reflected in the volcano plot of Figure 4A. 

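The 14 genes of the detoxification network in Figure 4B were 6 called higher and 8 lower in the authors' deposited table, with log2 ratios between -4.45 and 1.61, and 6 of them had at least 100 counts in both groups. Among the 12 genes of the protein metabolism network in Figure 4C, 1 was called higher and 11 lower, with log2 ratios from -3.18 to 4.38 in the authors' deposited table. The 12 genes of the nucleic acid network in Figure 4D were 2 called higher and 10 lower in the authors' deposited table, from -5.10 to 4.52. The median transcript length was 1668 bases in the first, 997.5 in the second and 472.5 in the third network. Relative to genes of like length, 13, 8 and 7 genes of the networks were at least 2-fold changed. Sec61g and Ccl19-ps2 were taken by the gene that holds the value of Table 1 and Table 2.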

As reflected in Figure 4B–D, these genes were sorted into three main categories: detoxification processes, protein metabolism and nucleic acid related compounds. An example of genes modified at the level 2.9-fold change (log2 fold change 1.5 or −1.5) is reflected in Table 1 and Table 2. 

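At a log2 ratio of 1.5 or more, 30 called genes were higher in the authors' deposited table, and 59 were at -1.5 or less. Table 1 lists 29 transcripts and Table 2 lists 58. Of the former, 29 had a log2 ratio within 0.1 of that in the authors' deposited table and 7 had at most 3 counts in a group. Among the latter, 57 were found in the deposited table, all within 0.1 of its log2 ratio, 16 had at most 3 counts in a group and 10 were at 0 with erythrodiol. For Sec61g, Zfp969 and Ccl19-ps2 the value is that of another gene than the one their symbol or accession names.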

Twenty-nine transcripts were up-regulated (Table 1) and sixty-three were down-regulated according to this criterion (Table 2).

To confirm the RNAseq data carried out on seven hepatic RNA pools of each group, 21 transcripts were randomly chosen from Table 1 and Table 2 to design their RT-qPCR assays. The latter were carried out on individual hepatic RNA samples of each mouse. Selected transcripts were: *H4c17*, *LOC100862456*, *Ccl19-ps2*, *Ctrb1*, *Cyp2b10*, *Zfp969*, *Zfp965*, *Ttn*, *Rbm14-rbm4*, *Sec61g*, *Rbm24*, *Tmem81*, *Rnase2a*, *Sult2a2*, *Ndufb4b*, *Dmbt1*, *Cyp2b13*, *Prtn3*, *Amy2a5*, *Cyp2b9* and *Mup1*. 

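Of the 21 transcripts, 12 had 0 counts in a group and 9 had counts in both groups, where 1 pooled count is available per group and gene. Cyp2b10, gene 13088 on chromosome 7 of GRCm38 from 25897658 to 25926624, had 43.2 counts in the control and 134 with erythrodiol, a ratio of 3.06 with a counting interval of 2.16 to 4.44. Ctrb1, gene 66473, on chromosome 8 from 111686510 to 111691010, had 8 and 42 counts, a ratio of 5.17 with an interval of 2.40 to 12.8. Cyp2b9, gene 13094, lies on chromosome 7 from 26173350 to 26210661 and had 6015 and 1524 counts, a ratio of 0.25 with an interval of 0.236 to 0.264. Cyp2b13, gene 13089, lies next to it from 26061388 to 26096197 and had 336 and 27.0 counts, a ratio of 0.0793 (interval 0.0514 to 0.117), and reads of both can be shared with paralogs. Dmbt1, on chromosome 7 from 131032057 to 131121628, fell from 1060 to 73 counts and Prtn3, on chromosome 10 from 79879667 to 79883174, from 367 to 41. Amy2a5, on chromosome 3 from 113249178 to 113258699, had 124 and 22.5 counts. Mup1, on chromosome 4 from 60498012 to 60501960, had 218879 and 78479 counts, which can be shared with the other major urinary protein genes. The count of Gm3873, the gene to which the accession of Ndufb4b leads, was 117 in the control and 5.94 with erythrodiol, a ratio of 0.0502 with an interval of 0.0182 to 0.113. The next limits take 3 counts in the group at 0 and the other count as it is. Among the transcripts at 0 with erythrodiol, Zfp965 was at least 15.0-fold lower, Ttn at least 9.13-fold and Rbm24 at least 5.07-fold. Tmem81 was at least 4.37-fold, Rnase2a at least 3.72-fold and Sult2a2 at least 3.64-fold lower. With the error of both counts these limits are weaker. The counting interval of the ratio then reached 0.0862 for Zfp965, 0.144 for Ttn and 0.275 for Rbm24. It reached 0.323 for Tmem81 and 0.393 for both Rnase2a and Sult2a2. Gm21992, the gene of Rbm14-rbm4, was at least 6.12-fold lower (interval of the ratio up to 0.224). Hist1h4m, the gene of H4c17, was at 0 in the control and at least 4.84-fold higher with erythrodiol (interval of the ratio from 3.54). The values of Ccl19-ps2 and Zfp969 are those of Gm21104, at least 3.47-fold higher, and LOC102639505, at least 16.7-fold lower with erythrodiol. The interval of the ratio started at 2.47 for Gm21104 and ended at 0.0771 for LOC102639505. The value of Sec61g in Table 2 is that of LOC102637269, with 16.9 and 0 counts, while Sec61g, gene 20335, had 5482 and 3158. Of the reference genes, Ppib had 31948 and 21599 counts and Tbp 1094 and 1379, and their log2 ratios in the authors' deposited table were -0.59 and 0.31.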

The expression of these transcripts normalized to the average of *Ppib* and *Tbp* reference genes is depicted in Table 3. Only 9 (*Ccl19-ps2*, *Cyp2b10*, *Rbm14-rbm4*, *Sec61g*, *Tmem81*, *Prtn3*, *Amy2a5*, *Cyp2b9* and *Mup1*) out of 21 showed significant changes by the administration of erythrodiol. Association analyses of individual values obtained by RT-qPCR of these genes (Figure 4E) revealed a significant association between *Cyp2b13* and *Cyp2b9* and between *Cyp2b13* and *Prtn3*, suggesting a certain co-regulation or overlapping in biological activities.

Using the log_2_ ratio of fold changes obtained by RNAseq and RT-qPCR for the twenty-one selected transcripts, a correlation analysis was carried out. 

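Across the 21 genes, the log2 ratio of RNAseq in the authors' deposited table and the paper's RT-qPCR values in Table 3 had a Pearson r = 0.302 (two-sided permutation test, p = 0.185). Spearman's rho was -0.0026 (permutation test, p = 0.992). Genes are not independent replicates. For Sec61g, Zfp969 and Ccl19-ps2 the gene holding the paper's RNAseq value was taken, so that their RNAseq value equals the paper's by construction, and with the genes of their own symbol or accession, a choice made after seeing the data, r = 0.255 (permutation test, p = 0.267). Without the 2 genes farthest from the median RT-qPCR value, Dmbt1 and Sec61g, r = 0.246 (permutation test, p = 0.310).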

As shown in Figure 5A, a non-significant low correlation coefficient of 0.3 was obtained. Indeed, as shown in Figure 5B, there were important discrepancies between both methods. 

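The direction was the same by both methods in 17 of the 21 genes. It was the same in 9 of the 9 genes with counts in both groups and in 8 of the 12 genes with 0 counts in a group. Direction is the sign alone, however near 0. Ndufb4b counts as the same at -4.31 by RNAseq and -0.04 by RT-qPCR, LOC100862456 at 4.52 and 0.13, and Ttn at -5.78 and -0.16. Of the genes with counts in both groups, Ctrb1, Ndufb4b, Dmbt1 and Cyp2b13 were not significant in the paper's RT-qPCR, while the others were. The genes of opposite direction were H4c17, Ccl19-ps2, Zfp969 and Zfp965. For Zfp965 the log2 ratio was -6.49 in the authors' deposited table and 0.63 by the paper's RT-qPCR, from 44.4 counts in the control and 0 with erythrodiol.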

To explore the reason of such lack of agreement, both methods were critically revised. 

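Over Ctrb1, Cyp2b10, Sec61g, Dmbt1, Cyp2b13, Prtn3, Amy2a5, Cyp2b9 and Mup1, the genes of Figure 5D, the RNAseq ratio of the authors' deposited table and the paper's RT-qPCR value had a Pearson r = 0.905 (two-sided exact permutation test over pairings, p = 4.05e-04) and a Spearman rho = 0.900 (exact permutation test, p = 0.00203). The gene taken for Sec61g had 0 counts with erythrodiol, and Ndufb4b, which had counts in both groups, is not among them. With Sec61g read from the gene of its symbol and of its accession in Table 2, which is not the accession the supplement gives for its assay, a choice made after seeing the data, r = 0.759 (exact permutation test, p = 0.0165). Without the 2 genes farthest from the median RT-qPCR value r = 0.836 (exact permutation test, p = 0.0141). Over the 9 genes with counts in both groups, Ndufb4b in place of Sec61g, r = 0.739 (exact permutation test, p = 0.0208). Counts per library were not used here, so the share of libraries without counts is not known for any gene. After leaving out transcripts with no counts, or without counts in most samples, the paper states a significant agreement between both methods.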

When transcripts of RNAseq showing either zero counts or without counts in more than 60% of samples were excluded, a significant agreement (*r* = 0.9, *p* < 0.0008) between both methods was observed (Figure 5C) and all samples were properly categorized (Figure 5D). Only 9 out the 21 chosen genes tested by RT-qPCR show good correlation with the RNA seq data.

### 2.4. Hepatic Gene Expression in the Livers of Female Apoe-Deficient Mice Fed on a 10 mg/kg Erythrodiol-Containing Western Diet for 12 Weeks

To explore, a sex-related response, five transcripts (*Cyp2b10*, *Dmbt1*, *Cyp2b13*, *Prtn3 and Cyp2b9*) showing high expression changes in male *Apoe*-deficient mice were used as subrogated markers of erythrodiol administration and quantified their expression in the female livers. Results showed no significant changes (Table 4). This finding points out to a sex-specific hepatic gene expression in response to erythrodiol.

### 2.5. Influence of Erythrodiol Dose on Selected Hepatic Gene Expressions in Male Apoe-Deficient Mice Fed on Erythrodiol-Containing Western Diets for 12 Weeks

A putative dose–response relationship was examined in males for the five selected genes, *Cyp2b10*, *Dmbt1*, *Amy2a5*, *Prtn3* and *Cyp2b9.* Several doses ranging from 0.5 to 5 mg/kg were tested in male *Apoe*-deficient mice. Interestingly, none showed a significant change in gene expression (Table 5). Genes such as *Cyp2b10* at 0.5 mg/kg and *Dmbt1* at 1 mg/kg showed no normal distributions with individual highly responders that skew the standard deviation and force the statistical analysis to a non-parametric approach. Despite the significant odd increases in *Cyp2b9* at 0.5 mg/kg and *Prtn3* at 1 mg/kg, no general trend of more pronounced changes was observed when a higher dose was used. These results suggest that 10 mg/kg is the lower effective dose contributing to inducing hepatic gene expression changes.

### 2.6. Influence of Apoa1-Deficiency on Selected Hepatic Gene Expressions on Mice Consuming the 10 mg/kg Erythrodiol-Containing Western Diet for Four Weeks

Absence of APOA1 is a genetic model of HDL deficiency. In mice lacking this protein from both sexes, the impact of an erythrodiol-containing Western diet on hepatic gene regulation was assessed by measuring the expressions of *Cyp2b10*, *Dmbt1*, *Cyp2b13*, *Prtn3 and Cyp2b9* as subrogate genes. Results showed no significant change in any of the genes in either sex following erythrodiol administation (Table 6). These results may imply that APOA1-containing HDL may participate in delivering erythrodiol to the liver.

## 3. Discussion

The present nutrigenomic approach was carried out to determine the effect of erythrodiol on hepatic transcriptome in male *Apoe*-deficient mice as a hepatic steatosis-prone model. Using RNAseq, erythrodiol administration did not modify single nucleotide polymorphisms, nor created errors in transcription, nor influenced global alternative splicing events. Results indicate that this compound mainly modified hepatic expression of clusters of genes involved in xenobiotics, protein and nucleic acid metabolisms. These findings were accompanied by a trend to decrease accumulation of lipids in cytoplasmic lipid droplets and decreased hepatic mass. A comparison between RNAseq and RT-qPCR revealed that due to their different methodological approaches, special care should be applied in order to compare their outcomes. Nine randomly selected genes *(Ccl19-ps2*, *Cyp2b10*, *Rbm14-rbm4*, *Sec61g*, *Tmem81*, *Prtn3*, *Amy2a5*, *Cyp2b9* and *Mup1)* showing good agreement between both methods were significantly modified in males by the administration of erythrodiol. An association of expressions among *Cyp2b13*, *Cyp2b9* and *Prtn3* was observed. When these gene expressions together with that of *Cyp2b10* and *Dmbt1* were tested in female mice receiving erythrodiol, a different sex-response was observed. Used to explore the minimal required dose, they evidenced a minimum 10 mg/kg, to observe male responses. Used as markers of erythrodiol delivery to the liver in absence of APOA1-HDL, no influence was observed in this setting. Overall, dietary erythrodiol administration is safe and induces hepatic gene changes that are sex-specific and dose-dependent and APOA1- containing HDL may participate in its delivery to the liver.

Due to the fact that the high-throughput sequencing technology for transcriptomic purposes provides huge amounts of data about differentially expressed genes and additional analyses including polymorphisms, alternative spliced variants, low-expressed genes, and novel transcripts, has been proposed as an attractive choice, superseding quantitative transcript profiling by microarray [26]. Using this approach, we have proved that erythrodiol administration induced differentially expressed genes without modifying single nucleotide polymorphisms, creating errors in transcription or influencing global alternative splicing events. This fact, the lack of dead mice receiving this agent at 10 mg/kg for 12 weeks, and the normal hepatic morphology indicate that erythrodiol administration is safe for males and females.

In our technical approach for RNA seq, a strategy of pooling was adopted. This may raise two drawbacks, bias and loss of biological variability, but it also has advantages in terms of cost and complexity of analysis [26,27]. Undoubtedly, this approach requires confirmation by an independent procedure, and RT-qPCR was selected and applied to 21-randomly chosen genes that were analyzed using individual samples. The initial correlation between RNAseq and RT-qPCR was rather poor (Figure 5A). A profound analysis of both methods considering primer design used in RT-qPCR that corresponded to most read exons, and establishing an unambiguous limit of detection in RNAseq showed a robust agreement between both procedures (*r* = 0.9, *p* < 0.0008) (Figure 5C). Thereby, pooling assays are a reliable screening approach that saves samples, is more economic and straightforward as it was for microarrays [9,28,29] and in this particular case it also facilitates the finding of targets of erythrodiol. RNAseq provides an unsurpassed overview of genome activity. Although preliminary, this finding also suggests that bioinformatic tools for analyzing RNAseq data should be refined to reinforce their specificity in displaying quantified transcripts and taking into consideration their limits of detection. One potential limitation of our approach is the search in the range of the highest changes where some control samples did not show any expression and did contribute to an increased erythrodiol/control ratio. For that reason, only 9 out 21 chosen genes show good correlation. Furthermore, it should also be taken into consideration that depending on the chosen primers, different transcripts are analyzed [30]. These caveats warrant more research in the future.

A cluster of genes involved in xenobiotics metabolism has been influenced by erythrodiol administration. In this regard, one gene with induced expression was *Cyp2b10*. It belongs to cytochrome P450 components of phase I response involved in NADPH-dependent electron transport. It oxidizes steroids, fatty acids, and xenobiotics, leading to the detoxification of approximately 10% of drugs [31]. Erythrodiol as an alcohol was able to induce it, as did ethanol [32]. However, other members of phase I response, *Cyp2b9* and *Cyp2b13*, were found decreased by erythrodiol administration. This represents a unique pattern differing from the response to oleanolic acid-diet that also induced *Cyp2b9* expression [28] and that of maslinic acid administration that induced the triad (*Cyp2b9*, *Cyp2b10* and *Cyp2b13*) [29] or the lineal triterpene, squalene (*Cyp2b10* and *Cyp2c55*) [33]. These facts clearly indicate different responses depending on the administered triterpene. This particular hepatic response to erythrodiol may escape of the consequences observed when these three *Cyp* genes were deleted, namely fatty liver disease progression [34]. Indeed, our results do not support an increased lipid droplet accumulation in the liver.

Regarding protein metabolism, particularly interesting are the findings of *Prtn3* changes and their association with those of *Cyp2b9* and *Cyp2b13* (Figure 4E). *Prtn3* encodes for a proteinase 3 with proteolytic activities and reactive oxygen species responses. *Ptrn3* deficiency is strongly correlated with fewer incidences of liver steatosis and adipose tissue inflammation and thus reduced risk of NAFLD and obesity-related steatosis [35]. High PRTN3 levels are also correlated with poor survival rates in pancreatic cancer [36]. In this regard, *Ptrn3* suppression by erythrodiol may be a potent hepatic therapy against steatosis. *Mup1* is a member of the lipocalin family that regulates metabolic homeostasis by controlling the expression of gluconeogenic and lipogenic genes in the liver. Its down-regulation has been shown to induce hyperglycemia, impaired insulin secretion, glucose intolerance and hyperlipidemia [37,38]. Accordingly, erythrodiol could carry deleterious effects when repressing MUP1 gene. On the other hand, SEC61g over-expression is considered a parameter of bad glioblastoma prognosis [39]. TMEM81 is overexpressed in hepatocellular carcinoma [40]. In addition, a frameshift deletion mutation of RBM14-RBM4 chimera was screened in liver cancer, considering this mutation a putative marker for hepatic neoplasia [41]. The decreased expressions of these three genes by erythrodiol might contribute to explaining its antineoplastic properties [22].

When comparing gene expression patterns of our study with those observed using olive oil components, *Dmbt1*, an extracellular receptor, showed reduced expression in animals consuming a pomace olive diet [9]. This pattern was reproduced by erythrodiol but not by other terpenic compounds. Thus, the gene could be a unique marker for erythrodiol intake. Its significance on liver damage needs to be explored [42].

The sex-differences noted in gene expression changes observed by erythrodiol administration are particularly striking. Our results again reinforce the previously noted differences between sexes in the liver [43], particularly when a Western diet was administered [30]. Indeed, *Cyp2b*9 gene expressions have been particularly sensitive to sex differences [34,44,45], β-estradiol [46] and prolactin [47]. Thus, hepatic drugs should be specially tested for females. A threshold dose was also required to elicit male hepatic changes in gene expression confirming a dose-dependent pattern of other erythrodiol–related actions [10,25], and a potential cytotoxic effect at high doses [48]. APOA1 is the most abundant protein constituent of HDL produced by the liver and the intestine [49]. To test the hypothesis whether this type of HDL could be involved in delivering erythrodiol to the liver, mice lacking *Apoa1* gene were used as models of HDL absence. As suspected, no notable changes were observed for tested genes. The same results were obtained with oleanolic acid administration [28], which is consistent with the fact that both triterpenes may be vehicled by APOA1-containing HDL on their route to the liver. Overall, the hepatic gene expression profile induced by erythrodiol is a multistep, complicated process of integrated factors, particularly dose and sex. To translate these results into humans, its bioavailability has to be proved, something that has only been observed in rats [50]. Based on the present work and the different metabolic rates of mice and humans a 1 mg/kg dose should be explored in the latter. Consuming a daily 50 mL of extra-virgin olive oil, a human would be exposed to a 53 μg/kg erythrodiol dose, but using the same amount of pomace olive oil [51] the exposure would be 500 μg/kg, close to the predicted active dose in humans. A potential sex-differential response should be tested in our species.

## 4. Materials and Methods

### 4.1. Animal Models

The experimental animals used were two-month-old, homozygous *Apoe*-deficient mice of C57BL/6J genetic background, obtained from Charles River Laboratories (Barcelona, Spain) and *Apoa1*-deficient mice of C57BL/6J genetic background, generously provided by Dr. Nobuyo Maeda from the University of North Carolina at Chapel Hill. Both were bred at the *Centro de Investigación Biomédica de Aragón*. Blood samples obtained from the facial vein 4h after a fasting period were used to establish experimental groups with similar baseline plasma cholesterol. This was used as a quick additional quality control of mouse identification. In this sense, *Apoe*-deficient mice on C57BL/6J background are hypercholesterolemic and their plasma levels should be higher than 5 ± 1 mmol/L [52] compared to 2.9 ± 0.5 mmol/L for wild-type. Any mouse not showing these values was genotyped and if their identification was correct were excluded due to hepatic dysfuntionality. In the case of *Apoa1*-deficient mice and due to their hypocholesterolemia [53], they should show values of 0.8 ± 0.4 mmol/L [54]. As in the case of *Apoe-*deficient mice, any discrepant mouse is genotyped as described [55]. The lack of *Apoe* and *Apoa1* hepatic expressions in their corresponding mice was also verified by analyzing their presence or absence by RT-PCR (Figure S1).

Mice were housed in sterile filter-top cages in rooms supplied with a monitored 12-h light/12-h dark cycle and had ad libitum access to food and water. The experiments were carried out in accordance with the EU Directive 2010/63 on the protection of animals used for scientific purposes and the study protocol was approved by the Ethics Committee for Animal Research of the University of Zaragoza (PI43/15, October 9th 2015 and PI35/18, October 4th 2018).

### 4.2. Experimental Designs

#### 4.2.1. Effect of Dietary 10 mg/kg Erythrodiol in a Western Diet on *Apoe*- and *Apoa1*-Deficient Mice

Four study groups were established: female (12) and male control (*n* = 14) groups received a purified Western diet containing 0.15% cholesterol and 20% refined palm oil (Gustav Heess, S.L., Barcelona, Spain), and the other two groups, female (13) and male (*n* = 15), were fed with the same diet containing 0.01% erythrodiol (Extrasynthese, Genay, France). Assuming a daily intake of 3 g for each mouse, this is equivalent to a dose of 10 mg/kg mouse. This dose was chosen based on that previously used of oleanolic acid [28] that did not modify body weight and elicited hepatic gene expressions. Fresh diets were prepared weekly, kept under N_2_ atmosphere at −20 °C and replaced daily. The animals were fed the experimental diets for 12 weeks and both were well tolerated.

A similar design was used for *Apoa1*-deficient mice; the groups were female (9) and male (14) controls, and female (9) and male (15) erythrodiol groups. In this case, the intervention lasted for 4 weeks.

#### 4.2.2. Effect of Different Doses of Erythrodiol in Western Diets on Male *Apoe*-Deficient Mice

Four groups were established. The control group (17) received the Western diet and three groups receiving the same diet formulated to receive doses of 0.5 (*n* = 16), 1 (*n* = 17) and 5 mg/kg erythrodiol (*n* = 17). As mentioned above, and once corrected by mouse metabolic rate, these doses would represent the amount of erythrodiol received by humans consuming extra-virgin olive oil or pomace olive oil. The animals were fed the experimental diets for 12 weeks.

### 4.3. Somatometric Analyses

During the experiment, body weight and survival rate were monitored. At the end of the experiment, following a four-hour fast, mice were euthanized by CO_2_ inhalation, and the livers obtained and weighed. An aliquot was stored in neutral formaldehyde and the remaining organ frozen in liquid nitrogen.

### 4.4. Liver Histology Analyses

Sections (4 μm) of the livers stored in neutral formaldehyde were stained with hematoxylin and eosin and observed using a Nikon microscope. Hepatic fat content was evaluated by quantifying the area of lipid droplets in each section and expressed as percentage of total liver section [56].

### 4.5. RNA Isolation

Total RNA of each liver was isolated using Tri Reagent from Ambion^®^ (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. DNA contaminants were removed by TURBO DNAse treatment of 5 μg of total RNA using the DNA removal kit from Invitrogen (Cat.No:AM1907, Carlsbad, CA, USA). RNA was quantified by absorbance at A_260_/_280_ using Nanodrop Spectrophotometer and the ratio was greater than 1.75. The integrity of the 28S and 18S ribosomal RNAs was verified by 1% agarose gel electrophoresis followed by ethidium bromide staining and the 28S/18S ratio was greater than 2.

### 4.6. RNAseq and Data Analyses

For RNA sequencing, 6 pools of control mice were prepared using equal amounts of hepatic total RNA of two mice and in the seventh the total RNA from three mice was used. Another 7 pools were prepared for erythrodiol-treated mice combining total RNA from two or three mice per pool. The resulting 14 samples were sent to the Beijing Genomics Institute (BGI Genomics, Shenzhen, China) service. Their total RNA quality was tested using an Agilent 2100 Bioanalyzer (Agilent RNA 6000 nano kit, Santa Clara, CA, USA), then library construction was initiated by purifying the poly-A containing mRNA molecules using oligo-dT attached to magnetic beads. The mRNA was fragmented, copied into cDNA, linked to an adapter, purified and amplified by PCR. PCR yield was quantified by Qubit, and pooled samples together to make a single strand DNA circle (ssDNA circle), which gave the final library. DNA nanoballs (DNBs) were generated with the ssDNA circle by rolling circle replication (RCR) to enlarge the fluorescent signals at the sequencing process, the DNBs were loaded into the patterned nanoarrays and pair-end reads of 100 bp were read through the BGISEQ-500 platform. Sequencing reads which contained low-quality, adaptor-polluted and high content of unknown base reads were removed before downstream analyses. After read filtering, genome mapping of clean reads to reference genome was performed using HISAT (Hierarchical Indexing for Spliced Alignment of Transcripts), generating a Bioinformatics flow of about 4.73 Gb per sample with an average genome mapping rate of 92.76%. After genome mapping, StringTie was used to reconstruct transcripts [57], with genome annotation information, novel transcripts were identified by using Cuffcompare (a tool of Cufflinks) [58] and the coding ability of those new transcripts was predicted using Coding Potential Calculator [59]. In total, 14,920 novel transcripts were identified. GATK (Broad Institute, Inc, Boston, MA, USA) was then used to call SNP and INDEL variants for each sample. RMATS [60] was used to detect differentially splicing genes between samples. After novel transcript detection, novel coding transcripts were merged with reference transcripts to obtain a complete reference, then clean reads were mapped to it using Bowtie2 [61]. Then, gene expression level for each sample were calculated with RSEM [62]. The complete datasets were deposited in the GEO database (Accession number GSE155163).

### 4.7. Quantification of mRNA

To verify the most striking observed changes by the administration of erythrodiol using RNAseq, represented by signal log_2_ ratio > or <1.5 and false discovery rate <0.001 for up-regulated and down-regulated, respectively, 21 genes fulfilling these criteria were chosen. Their gene structure was analyzed using Ensembl Genome Browser and primers representative of the main hepatic transcripts according to Mouse Genome Informatics were prepared. The reverse transcriptase quantitative PCR (RT-qPCR) assays of these transcripts were optimized in terms of primer and input cDNA concentrations to obtain similar efficiencies and analyzed on individual samples. Basically, equal amounts of DNA-free RNA (500 ng) from each liver were reverse transcribed into cDNA using PrimeScript RT reagent Kit (Cat. No: RR037A, Takara, Kutsatsu, Shiga, Japan). The used primers were designed using NCBI and Primer 3 software [63] and checked by BLAST (NCBI) and KEGG to verify gene specificity and coverage of all variants for a specific gene. Table S1 depicts their characteristics. Quantitative real time was carried out according to manufacturer’s instructions (SYBR Green PCR Master Mix, Applied Biosystems, Foster City, CA, USA) on a Step One Real Time PCR System (Applied Biosystem). The relative amount of mRNA was calculated using the comparative 2^−ΔΔCq^ method and normalized to the reference *Ppib* and *Tbp* expressions and reported as signal log_2_ ratio of erythrodiol/control.

### 4.8. Quality Control and Statistics

PCR duplicates for samples were carried out and their coefficient of variation obtained. Samples displaying values higher than 3% were discarded and assayed again. High and low extreme data were also confirmed. Statistical analyses were performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA). Data were checked for normal distribution by Shapiro–Wilk test and homogeneity of variance by Bartlett F-test. When any of these failed, results were analyzed by Mann–Whitney U test. Differences between both groups were considered significant when *p* < 0.05. Correlation between gene expressions was analyzed using Spearman correlation coefficient.

## 5. Conclusions

Through transcriptomic profiling and selecting a procedure previously validated by our group, erythrodiol has been proven to act as a transcriptional modulator of hepatic gene expression dependent on sex. At 10 mg/kg, erythrodiol modulates expression of hepatic genes involved in detoxification and tumor processes, and shows a trend of decreasing the percentage of area occupied by lipid droplets. In this aspect, erythrodiol could be a potential candidate to halt the evolution of fatty liver into hepatocarcinoma.

## Figures and Tables

**Figure 1:**
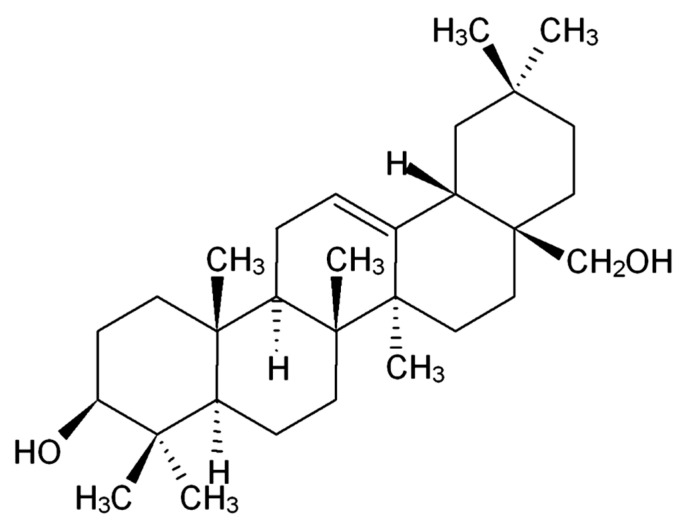
Erythrodiol chemical structure.

**Figure 2:**
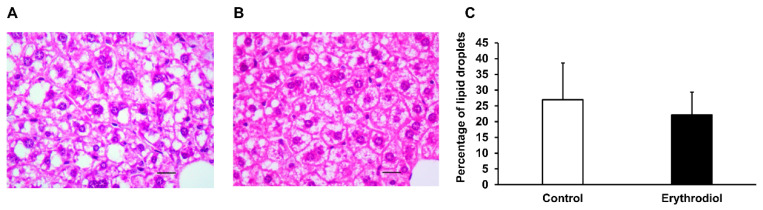
Hepatic histological analyses in male Apoe-deficient mice fed the different diets. Representative liver micrographs at 400× magnification from consuming a Western diet (**A**) and consuming a 10 mg/kg erythrodiol-containing Western diet (**B**). Liver sections (4 μm) from each mouse were stained with hematoxylin and eosin and blind evaluated. Bars denote 20 μm. Morphometric changes of hepatic fat surface in mice consuming the different diets (**C**) where data are means ± SD for each group (*n*= 14 and *n* = 15, respectively for control and erythrodiol). Statistical analyses were done according to Mann–Whitney’s U-test.

**Figure 3:**
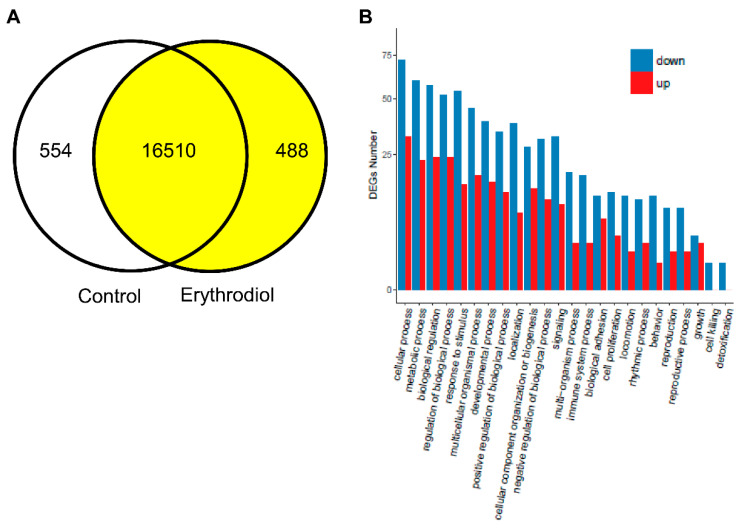
Differentially expressed genes. (**A**), Venn diagram analysis. Control expressed 17,064 genes, while erythrodiol expressed 16,998 genes. Functional enrichment analysis of differentially expressed genes. (**B**), Gene ontology (GO) classification of biological processes of liver transcriptome by erythrodiol administration. X axis represents GO term. Y axis represents the amount of up/down-regulated genes. DEGs, differentially expressed genes.

**Figure 4:**
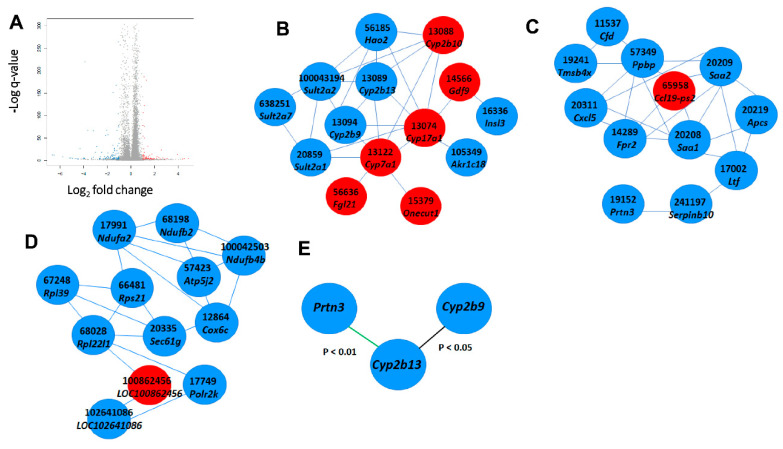
Significant expression changes and major networks involved. (**A**), Volcano plot representing control vs. erythrodiol differentially expressed genes; 68 up regulated genes and 124 down-regulated with false discovery rate *q* < 0.001; 16.375 no change with 2 fold change. (**B**), network of genes involved in detoxification, (**C**), network of genes involved in protein metabolism and (**D**), network associated with DNA. Red color denotes up-regulation while blue corresponds to down-regulation. (**E**), significant association of genes expressions assayed with RT-qPCR.

**Figure 5:**
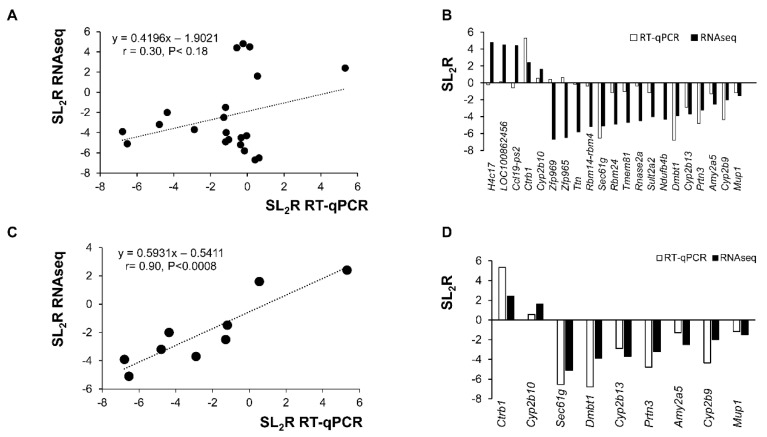
Concordance between used methods of RNA analysis. (**A**) Correlation analysis of 21 selected genes between RNAseq and RT-qPCR normalized to the invariant *Pipb* and *Tbp* genes. The mean values obtained for signal log_2_ ratio (SL_2_R) from individual analyses (Table 3) were plotted against the RNAseq which used partially pooled samples (Table 1 and Table 2). Poor agreement between the procedures was seen (*r* = 0.3, *p* < 0.18). (**B**) Changes in values of SL_2_R expression of both methods for the 21 selected genes. (**C**) SL_2_R correlation analysis between between RNAseq and RT-qPCR results normalized to the invariant *Pipb* and *Tbp* of 9 filtered genes after excluding those without counts in more than 60% of samples. Good agreement between the procedures was observed (*r* = 0.8, *p* < 0.0008). (**D**) Changes in values of SL_2_R expression of both methods for the 9 after removing those with low counts.

**Table 1:** Hepatic transcripts differentially up-regulated by the administration of erythrodiol at the level of signal log_2_ ratio (SL_2_R) > 1.5 and false discovery rate < 0.001 in male Apoe-deficient mice according to RNAseq.

Biological Process	GenBank	Name	Gene Symbol	SL_2_R	*p*-Value
Nucleosome assembly	NM_001195421.1	H4 clustered histone 17	*H4c17/Hist1h4m*	4.8	0.0001
Transcription factor	XM_006537451.3	DNA-directed RNA polymerases I, II, and III subunit RPABC4	LOC100862456	4.5	0.001
Immune response	XM_006536385.3	Chemokine (C-C motif) ligand 19, pseudogene	*Ccl19-ps2*	4.4	0.001
Ion transport	NM_011644.3	Xndc1-transient receptor potential cation channel, subfamily C, member 2	*Xntrpc*	4.0	0.000
Cell differentiation, signaling activity	NM_183282.2	Actin-like 9	*Actl9*	3.1	0.0003
Proteolysis	NM_025350.4	Pancreatic carboxypeptidase A1	*Cpa1*	2.9	0.001
NA	XM_017321851.2	Extensin-like isoform X2	*Gm40365*	2.7	0.000
Chromosomal stability	NM_178212.3	H2A clustered histone 19	*H2ac19/Hist2h2aa2*	2.6	0.000
Aminopeptidase activity	NM_029008.1	Laeverin	*Lvrn*	2.5	0.001
G protein-coupled receptor signaling	NM_146337.1	Olfactory receptor 1396	*Olfr1396*	2.5	0.001
Proteolysis	NM_025583.2	Chymotrypsinogen B1	*Ctrb1*	2.4	0.000
NA	XM_017313070.1	Predicted gene/ coiled-coil domain containing 168	*Gm8251/Ccdc168*	2.2	0.000
Ion transmembrane transport	NM_001099298.3	Sodium channel, voltage-gated, type II, alpha	*Scn2a*	2.2	0.000
Cell adhesion	NM_001033364.3	Cadherin-related family member 2	*Cdhr2*	2.0	0.000
Short-term neuronal synaptic plasticity	NM_172737.4	Shisa family member7	*Shisa7*	2.0	0.0003
Regulation of immune response	NM_178786.4	Selection and upkeep of intraepithelial T cells 4	*Skint4*	1.9	0.001
Chromatin organization	NM_139218.1	Developmental pluripotency-associated 3	*Dppa3*	2.0	0.001
Transcription factor	NM_001029933.3	Zinc finger protein 114	*Zfp114*	1.9	0.001
Ubiquitin-protein transferase activity	NM_027708.1	F-box protein 24	*Fbxo24*	1.8	0.0002
Protein glycosylation and carbohydrate metabolism	NM_008051.6	Fucosyltransferase 1	*Fut1*	1.8	0.000
G protein-coupled receptor	NM_001011852.2	Olfactory receptor 1029	*Olfr1029*	1.7	0.001
NA	NA	Predicted gene, 40600	*Gm40600*	1.7	0.0001
Cell adhesion	NM_178685.5	Protocadherin 20	*Pcdh20*	1.7	0.000
Metal ion binding	NM_001220499.3	Ring finger 223	*Rnf223*	1.7	0.001
NA	NM_029608.1	Family with sequence similarity 209	*Fam209*	1.6	0.0003
P450 pathways	NM_009999.4	Cytochrome P450, family 2, subfamily b, polypeptide 10	*Cyp2b10*	1.6	0.000
NA	NM_027511.1	Histidine rich carboxyl terminus 1	*Hrct1*	1.6	0.001
Cell adhesion	NM_033585.2	Protocadherin gamma subfamily A, 2	*Pcdhga2*	1.5	0.000
Retinoic acid binding	NM_029958.1	Lipocalin 12	*Lcn12*	1.5	0.0001

NA, not available.

**Table 2:** Hepatic transcripts differentially down-regulated by the administration of erythrodiol at the level of signal log_2_ ratio < 1.5 and false discovery rate < 0.001 in male *Apoe*-deficient mice according to RNAseq.

Biological Process	GenBank	Name	Gene Symbol	SL_2_R	*p*-Value
Transcription factor	XM_017319408.2	Zinc finger protein 969	*Zfp969*	−6.7	0.0000
Transcription factor	NM_001242944.1	Zinc finger protein 965	*Zfp965*	−6.5	0.0000
Muscle structure	NM_011652.3	Titin	*Ttn*	−5.8	0.0000
Transcription factor	NM_001290127.1	RNA binding motif protein 14(Rbma4) and RNA binding motif protein 4 (Rbm4)	*Rbm14-rbm4*	−5.2	0.0000
Protein transmembrane transporter activity	NM_011343.3	Translocase Sec61 gamma subunit	*Sec61g*	−5.1	0.0000
Cell differentiation	NM_001081425	RNA binding motif protein 24	*Rbm24*	−4.9	0.0001
NA	NM_029025.3	Transmembrane protein 81	*Tmem81*	−4.7	0.0002
NA	NA	Nuclear body protein SP140-like	LOC105247075	−4.5	0.001
Metal ion binding, nucleic acid binding	NM_053113.2	Ribonuclease, RNase A family, 2A (liver, eosinophil-derived neurotoxin)	*Rnase2a*	−4.5	0.001
Sulfotransferase activity	NM_009286.2	Sulfotransferase family 2A, member 2	*Sult2a2*	−4.4	0.001
Response to oxidative stress	XM_001478443.6	Predicted NADH:ubiquinone oxidoreductase subunit B4B	*Ndufb4b*	−4.3	0.0000
Sulfation of steroids and bile acids	NM_001111296.2	Sulfotransferase family 2A, member 1	*Sult2a1*	−4.0	0.0000
Hydrogen peroxide catabolic process and oxygen transport	NM_001278161.1	Hemoglobin, beta adult major chain	*Hbb-b1*	−4.0	0.0000
NA	NA	Small nuclear ribonucleoprotein F	*Gm13092*	−4.0	0.0000
Ion transport	XM_006509537.4	Predicted solute carrier family 5 (sodium iodide symporter)	*Slc5a5*	−3.9	0.0002
Cell differentiation and protein transport	NM_001347632.2	Deleted in malignant brain tumors 1	*Dmbt1*	−3.9	0.0000
P450 pathway	NM_007813.2	Cytochrome P450, family 2, subfamily b, polypeptide 13	*Cyp2b13*	−3.7	0.0000
G protein-coupled receptor signaling pathway	NM_010999.3	Olfactory receptor 56p	*Olfr56*	−3.3	0.0000
Cation transport	NM_172583.3	Transmembrane protein 63c	*Tmem63c*	−3.2	0.0000
Regulation of GTPase activity	NM_011178.2	Proteinase 3	*Prtn3*	−3.2	0.0000
Ions and reactive oxygen species responses	NM_134066.3	Aldo-keto reductase family 1, member C18	*Akr1c18*	−3.0	0.0000
NA	NA	Circumsporozoite protein-like	*LOC108167857*	−2.7	0.0007
Cell adhesion and blood coagulation	NM_001001999.1	Glycoprotein Ib, beta polypeptide	*Gp1bb*	−2.7	0.0001
NA	NM_001013773.3	Neurexophilin and PC-esterase domain family, member 5	*Nxpe5*	−2.6	0.0005
Signaling pathway	NM_001101656.2	CD300 molecule like family member D4	*Cd300ld4*	−2.6	0.0000
Regulation of transcription	NG_065348.1	Coiled-coil-helix-coiled-coil-helix domain containing 2, pseudogene on chromosome 4	*Chchd2-ps*	−2.6	0.0000
Carbohydrate catabolism	NM_001042711.2	Amylase 2a5	*Amy2a5*	−2.5	0.0000
Cell-matrix adhesion	NM_080457.3	Mucin 4	*Muc4*	−2.3	0.0006
Transcription	NM_001346707	Predicted gene 3055	*Gm3055*	−2.3	0.001
G-protein coupled receptor signaling pathway	NM_013564.7	Insulin-like 3	*Insl3*	−2.2	0.0000
Immune response	NM_011280.2	Tripartite motif-containing 10	*Trim10*	−2.2	0.0001
Signaling pathway	NM_010014.3	Disabled 1	*Dab1*	−2.1	0.0000
Cell growth and differentiation	NM_010052.5	Delta like non-canonical Notch ligand 1	*Dlk1*	−2.1	0.0002
Regulation of cell adhesion	NM_001351947.1	Olfactomedin 4	*Olfm4*	−2.1	0.0000
Ion transport	NM_172469.3	Chloride intracellular channel 6	*Clic6*	−2.1	0.0000
Oxidoreductase activity	NM_021509.5	Monooxygenase, DBH-like 1	*Moxd1*	−2.0	0.0000
P450 pathway	NM_010000.2	Cytochrome P450, family 2, subfamily b, polypeptide 9	*Cyp2b9*	−2.0	0.0000
Ion binding	NM_009789.2	S100 calcium binding protein G	*S100g*	−2.0	0.0000
Immune response	NM_001013832.2	G protein-coupled receptor 31, D17Leh66b region	*Gpr31b*	−2.0	0.0003
Proteolysis	NM_010810.5	Matrix metallopeptidase 7	*Mmp7*	−2.0	0.0000
Oxidation process	NM_019545.4	Hydroxyacid oxidase 2	*Hao2*	−1.9	0.0000
Visual perception.	NM_021352.3	Crystallin, beta B3	*Crybb3*	−1.9	0.0000
Iron-binding	NM_008522.3	Lactotransferrin	*Ltf*	−1.9	0.0000
Glycolytic process	NM_001025388.2	Enolase 1B	*Eno1b*	−1.9	0.0000
Chromatin organization	NM_178187.4	H2A clustered histone 8	*Hist1h2ae*	−1.7	0.0000
Signaling pathway and hydrogen peroxide catabolism	NM_001362755.1	Dual oxidase 2	*Duox2*	−1.7	0.0000
mRNA splicing	NM_183024.1	Ribonucleoprotein, PTB-binding 2	*Raver2*	−1.7	0.0000
Cytoplasmic translation	NM_026517.3	Ribosomal protein L22 like 1	*Rpl22l1*	−1.7	0.00000
Keratinization	NM_009264.2	Small proline-rich protein 1A	*Sprr1a*	−1.6	0.0000
Carbohydrate and MHC class I protein binding	NM_133203.5	Killer cell lectin-like receptor, subfamily A, member 17	*Klra17*	−1.6	0.001
Modulation of synaptic transmission	NM_023716.2	Tubulin, beta 2B class IIB	*Tubb2b*	−1.6	0.0000
Ion transmembrane transport	NM_146017.3	Gamma-aminobutyric acid (GABA) A receptor, pi	*Gabrp*	−1.6	0.0002
G protein-coupled receptor activity	NM_001104614.1	Vomeronasal 2, receptor 3	*Vmn2r3*	−1.6	0.0000
Sulfotransferase activity	NM_001184981.2	Sulfotransferase family 2A, member 7	*Sult2a7*	−1.6	0.0000
Interferon response	NM_011579.3	T cell specific GTPase 1	*Tgtp1*	−1.5	0.0000
Transcription factor	NM_001033123.3	Predicted gene 14288	*Gm14288*	−1.5	0.0000
Binding monosaccharides	NM_001134644.1	Major urinary protein 13	*Mup13*	−1.5	0.0000
Regulation of gene expression, protein kinase B signaling	NM_001163011.1	Major urinary protein 1	*Mup1*	−1.5	0.0000

NA, not available.

**Table 3:** Changes in selected hepatic gene expressions of male *Apoe*-deficient mice receiving 10 mg/kg erythrodiol according to RT-qPCR assay.

Gene Symbol	Control (*n* = 14)	Erythrodiol (*n* = 15)	Fold Change	SL_2_R
*H4c17*	1.1 ± 0.5	1.0 ± 0.3	0.85	−0.23
*LOC100862456*	1.0 ± 0.3	1.1 ± 0.9	1.1	0.13
*Ccl19-ps2*	1.0 ± 0.2	0.7 ± 0.3 *	0.67	−0.58
*Ctrb1*	2.5 ± 3.4	100 ± 341	40	5.32
*Cyp2b10*	1.5 ± 1.4	2.3 ± 5.4 *	1.46	0.55
*Zfp969*	1.9 ± 2.0	2.5 ± 1.3	1.34	0.42
*Zfp965*	1.2 ± 0.6	1.5 ± 0.7	1.55	0.63
*Ttn*	1.3 ± 0.8	1.1 ± 0.7	0.90	−0.16
*Rbm14-rbm4*	1.0 ± 0.2	0.8 ± 0.3 *	0.77	−0.37
*Sec61g*	4.6 ± 9.4	0.1 ± 0.01 *	0.01	−6.54
*Rbm24*	1.9 ± 3.4	0.8 ± 0.7	0.44	−1.19
*Tmem81*	1.1 ± 0.5	0.6 ± 0.2 *	0.49	−1.02
*Rnase2a*	1.8 ± 2.2	1.4 ± 1.5	0.79	−0.34
*Sult2a2*	4.6 ± 13	2.1 ± 3.9	0.45	−1.15
*Ndufb4b*	1.1 ± 0.6	1.1 ± 0.5	0.97	−0.04
*Dmbt1*	1.4 ± 2.0	0.01 ± 0.01	0.01	−6.81
*Cyp2b13*	46 ± 105	6.2 ± 19	0.14	−2.89
*Prtn3*	7.4 ± 17	0.3 ± 0.2 *	0.04	−4.79
*Amy2a5*	1.1 ± 0.4	0.4 ± 0.1 *	0.41	−1.28
*Cyp2b9*	21 ± 31	1.0 ± 1.9 *	0.05	−4.36
*Mup1*	1.4 ± 0.8	0.6 ± 0.5 *	0.44	−1.19

Results are expressed as means and standard deviations normalized to the average of *Ppib* and *Tbp* as reference genes. Statistical analysis was carried out according to Mann–Whitney U-test and *, *p* < 0.05.

**Table 4:** Hepatic changes in selected gene expressions of female. *Apoe*-deficient mice receiving 10 mg/kg erythrodiol.

Gene Symbol	Control (*n* = 12)	Erythrodiol (*n* = 13)
*Cyp2b10*	1.6 ± 1.4	1.4 ± 1.5
*Dmbt1*	1.9 ± 2.8	6.5 ± 9.6
*Cyp2b13*	19 ± 18	17 ± 17
*Prtn3*	1.4 ± 1.4	1.5 ± 1.0
*Cyp2b9*	5.7 ± 4.1	5.2 ± 4.3

Results as arbitrary units according to RT-qPCR assay normalized to *Ppib* and *Tbp* are expressed as means and standard deviations. Statistical analysis was carried out according to Mann–Whitney U-test.

**Table 5:** Hepatic changes in selected gene expressions of male *Apoe*-deficient mice receiving different doses of erythrodiol.

Gene Symbol	Control (*n* = 17)	0.5 mg/kg Erythrodiol (*n* = 16)	1 mg/kg Erythrodiol (*n* = 17)	5 mg/kg Erythrodiol (*n* = 17)
*Cyp2b10*	1.2 ± 0.7	11.1 ± 41.3	1.6 ± 1.1	1.7 ± 1.8
*Dmbt1*	4.5 ± 15	2.5 ± 4.3	8.5 ± 27.0	1.7 ± 2.5
*Amy2a5*	1.0 ± 0.2	1.3 ± 0.2	1.1 ± 0.2	1.1 ± 0.4
*Prtn3*	1.9 ± 2.9	1.1 ± 1.2	3.2 ± 7.8 *	1.2 ± 1.0
*Cyp2b9*	1.6 ± 1.3	3.0 ± 2.6 *	2.2 ± 1.9	2.1 ± 1.7

Results are expressed as means and standard deviations according to RT-qPCR assay normalized to *Ppib* and *Tbp*. Statistical analysis was carried out according to One-way ANOVA and Mann–Whitney’s U-test for pair wise comparisons. *, *p* < 0.05 vs. control.

**Table 6:** Effect of 10 mg/kg erythrodiol on selected gene expressions in *Apoa1*-deficient mice according to sex.

Gene Symbol	Males		Females	
	Control (*n* = 14)	Erythrodiol (*n* = 15)	Control (*n* = 9)	Erythrodiol (*n* = 9)
*Cyp2b10*	30 ± 110	1.2 ± 1.8	7.2 ± 19	0.9 ± 0.9
*Dmbt1*	5.0 ± 10.8	7.3 ± 19	9.8 ± 21	87 ± 156
*Cyp2b13*	4.2 ± 6.3	4.5 ± 9.8	1.3 ± 0.9	1.9 ± 1.1
*Prtn3*	1.2 ± 0.8	1.1 ± 0.8	1.2 ± 0.9	5.3 ± 8.1
*Cyp2b9*	2.4 ± 3.8	1.6 ± 1.9	1.1 ± 0.5	1.2 ± 0.7

Results are expressed as means and standard deviations according to RT-qPCR assay normalized to *Ppib* and *Tbp*. Statistical analysis was carried out according to one-way ANOVA and Mann–Whitney’s U-test for pair-wise comparisons.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/19/7331/s1. Figure S1 and Table S1.

## References

[1] Keys A. (1995). Mediterranean diet and public health: Personal reflections. Am. J. Clin. Nutr..

[2] Trichopoulou A., Costacou T., Bamia C., Trichopoulos D. (2003). Adherence to a mediterranean diet and survival in a greek population. N. Engl. J. Med..

[3] Estruch R., Ros E., Salas-Salvado J., Covas M.I., Corella D., Aros F., Gomez-Gracia E., Ruiz-Gutierrez V., Fiol M., Lapetra J. (2018). Primary prevention of cardiovascular disease with a mediterranean diet supplemented with extra-virgin olive oil or nuts. N. Engl. J. Med..

[4] Martínez-González M.A., Gea A., Ruiz-Canela M. (2019). The mediterranean diet and cardiovascular health. Circ. Res..

[5] Foscolou A., Critselis E., Panagiotakos D. (2018). Olive oil consumption and human health: A narrative review. Maturitas.

[6] Lou-Bonafonte J.M., Arnal C., Navarro M.A., Osada J. (2012). Efficacy of bioactive compounds from extra virgin olive oil to modulate atherosclerosis development. Mol. Nutr. Food Res..

[7] Habib L., Jraij A., Khreich N., Charcosset C., Greige-Gerges H. (2015). Effect of erythrodiol, a natural pentacyclic triterpene from olive oil, on the lipid membrane properties. J. Membr. Biol..

[8] De la Puerta R., Martinez-Dominguez E., Ruiz-Gutierrez V. (2000). Effect of minor components of virgin olive oil on topical antiinflammatory assays. Zeitschrift für Naturforschung C.

[9] Acín S., Navarro M.A., Perona J.S., Surra J.C., Guillen N., Arnal C., Sarría A.J., Arbonés-Mainar J.M., Carnicer R., Ruiz-Gutiérrez V. (2007). Microarray analysis of hepatic genes differentially expressed in the presence of the unsaponifiable fraction of olive oil in apolipoprotein e-deficient mice. Br. J. Nutr..

[10] Juan M.E., Wenzel U., Daniel H., Planas J.M. (2008). Erythrodiol, a natural triterpenoid from olives, has antiproliferative and apoptotic activity in ht-29 human adenocarcinoma cells. Mol. Nutr. Food Res..

[11] Perona J.S., Arcemis C., Ruiz-Gutierrez V., Catala A. (2005). Effect of dietary high-oleic-acid oils that are rich in antioxidants on microsomal lipid peroxidation in rats. J. Agric. Food Chem..

[12] Abbass H.S., Ragab E.A., El-Salam A., Mohammed I., El-Hela A.A. (2015). Phytochemical and biological investigation of ficus mysorensis cultivated in egypt. J. Pharm. Chem. Biol. Sci..

[13] Abboud R., Charcosset C., Greige-Gerges H. (2016). Tetra- and penta-cyclic triterpenes interaction with lipid bilayer membrane: A structural comparative study. J. Membr. Biol..

[14] Marquez-Martin A., De La Puerta R., Fernandez-Arche A., Ruiz-Gutierrez V., Yaqoob P. (2006). Modulation of cytokine secretion by pentacyclic triterpenes from olive pomace oil in human mononuclear cells. Cytokine.

[15] Kontogianni V.G., Tsoumani M.E., Kellici T.F., Mavromoustakos T., Gerothanassis I.P., Tselepis A.D., Tzakos A.G. (2016). Deconvoluting the dual antiplatelet activity of a plant extract. J. Agric. Food Chem..

[16] Liu K., Qin Y.H., Yu J.Y., Ma H., Song X.L. (2016). 3-beta-epsilonrythrodiol isolated from conyza canadensis inhibits mkn45 human gastric cancer cell proliferation by inducing apoptosis, cell cycle arrest, DNA fragmentation, ros generation and reduces tumor weight and volume in mouse xenograft model. Oncol. Rep..

[17] Chen H.L., Lin K.W., Huang A.M., Tu H.Y., Wei B.L., Hour T.C., Yen M.H., Pu Y.S., Lin C.N. (2010). Terpenoids induce cell cycle arrest and apoptosis from the stems of celastrus kusanoi associated with reactive oxygen species. J. Agric. Food Chem..

[18] Nkengfack A.E., Azebaze A.G., Waffo A.K., Fomum Z.T., Meyer M., van Heerden F.R. (2001). Cytotoxic isoflavones from erythrina indica. Phytochemistry.

[19] Ebeling S., Naumann K., Pollok S., Wardecki T., Vidal Y.S.S., Nascimento J.M., Boerries M., Schmidt G., Brandner J.M., Merfort I. (2014). From a traditional medicinal plant to a rational drug: Understanding the clinically proven wound healing efficacy of birch bark extract. PLoS ONE.

[20] Xiaoli L., Naili W., Sau W.M., Chen A.S., Xinsheng Y. (2006). Four new isoflavonoids from the stem bark of erythrina variegata. Chem. Pharm. Bull..

[21] Allouche Y., Warleta F., Campos M., Sanchez-Quesada C., Uceda M., Beltran G., Gaforio J.J. (2011). Antioxidant, antiproliferative, and pro-apoptotic capacities of pentacyclic triterpenes found in the skin of olives on mcf-7 human breast cancer cells and their effects on DNA damage. J. Agric. Food Chem..

[22] Martin R., Ibeas E., Carvalho-Tavares J., Hernandez M., Ruiz-Gutierrez V., Nieto M.L. (2009). Natural triterpenic diols promote apoptosis in astrocytoma cells through ros-mediated mitochondrial depolarization and jnk activation. PLoS ONE.

[23] Allouche Y., Beltran G., Gaforio J.J., Uceda M., Mesa M.D. (2010). Antioxidant and antiatherogenic activities of pentacyclic triterpenic diols and acids. Food Chem. Toxicol..

[24] Martin R., Miana M., Jurado-Lopez R., Martinez-Martinez E., Gomez-Hurtado N., Delgado C., Bartolome M.V., San Roman J.A., Cordova C., Lahera V. (2012). Diol triterpenes block profibrotic effects of angiotensin ii and protect from cardiac hypertrophy. PLoS ONE.

[25] Martin R., Hernandez M., Cordova C., Nieto M.L. (2012). Natural triterpenes modulate immune-inflammatory markers of experimental autoimmune encephalomyelitis: Therapeutic implications for multiple sclerosis. Br. J. Pharm..

[26] Rajkumar A.P., Qvist P., Lazarus R., Lescai F., Ju J., Nyegaard M., Mors O., Borglum A.D., Li Q., Christensen J.H. (2015). Experimental validation of methods for differential gene expression analysis and sample pooling in rna-seq. BMC Genom..

[27] Peng X., Wood C.L., Blalock E.M., Chen K.C., Landfield P.W., Stromberg A.J. (2003). Statistical implications of pooling rna samples for microarray experiments. BMC Bioinform..

[28] Gabas-Rivera C., Martinez-Beamonte R., Rios J.L., Navarro M.A., Surra J.C., Arnal C., Rodriguez-Yoldi M.J., Osada J. (2013). Dietary oleanolic acid mediates circadian clock gene expression in liver independently of diet and animal model but requires apolipoprotein a1. J. Nutr. Biochem..

[29] Guillen N., Acin S., Surra J.C., Arnal C., Godino J., Garcia-Granados A., Muniesa P., Ruiz-Gutierrez V., Osada J. (2009). Apolipoprotein e determines the hepatic transcriptional profile of dietary maslinic acid in mice. J. Nutr. Biochem..

[30] Herrera-Marcos L.V., Sancho-Knapik S., Gabas-Rivera C., Barranquero C., Gascon S., Romanos E., Martinez-Beamonte R., Navarro M.A., Surra J.C., Arnal C. (2020). Pgc1a is responsible for the sex differences in hepatic cidec/fsp27beta mrna expression in hepatic steatosis of mice fed a western diet. Am. J. Physiol. Endocrinol. Metab..

[31] Zhao M., Zhao H., Lin L., Wang Y., Chen M., Wu B. (2020). Nuclear receptor co-repressor rip140 regulates diurnal expression of cytochrome p450 2b10 in mouse liver. Xenobiotica.

[32] Koga T., Yao P.L., Goudarzi M., Murray I.A., Balandaram G., Gonzalez F.J., Perdew G.H., Fornace A.J., Peters J.M. (2016). Regulation of cytochrome p450 2b10 (cyp2b10) expression in liver by peroxisome proliferator-activated receptor-beta/delta modulation of sp1 promoter occupancy. J. Biol. Chem..

[33] Gabás-Rivera C., Jurado-Ruiz E., Sánchez-Ortiz A., Romanos E., Martínez-Beamonte R., Navarro M.A., Surra J.C., Arnal C., Rodríguez-Yoldi M.J., Cristina Andrés-Lacueva C. (2020). Dietary squalene induces cytochromes cyp2b10 and cyp2c55 independently of sex, dose and diet in several mouse models. Mol. Nutr. Food Res..

[34] Heintz M.M., Kumar R., Rutledge M.M., Baldwin W.S. (2019). Cyp2b-null male mice are susceptible to diet-induced obesity and perturbations in lipid homeostasis. J. Nutr. Biochem..

[35] Mirea A.M., Stienstra R., Kanneganti T.D., Tack C.J., Chavakis T., Toonen E.J.M., Joosten L.A.B. (2020). Mice deficient in the il-1beta activation genes prtn3, elane, and casp1 are protected against the development of obesity-induced nafld. Inflammation.

[36] Hu D., Ansari D., Zhou Q., Sasor A., Said Hilmersson K., Andersson R. (2019). Low p4ha2 and high prtn3 expression predicts poor survival in patients with pancreatic cancer. Scand. J. Gastroenterol..

[37] Zhou Y., Jiang L., Rui L. (2009). Identification of mup1 as a regulator for glucose and lipid metabolism in mice. J. Biol. Chem..

[38] Fan Y., Fang X., Tajima A., Geng X., Ranganathan S., Dong H., Trucco M., Sperling M.A. (2014). Evolution of hepatic steatosis to fibrosis and adenoma formation in liver-specific growth hormone receptor knockout mice. Front. Endocrinol..

[39] Liu B., Liu J., Liao Y., Jin C., Zhang Z., Zhao J., Liu K., Huang H., Cao H., Cheng Q. (2019). Identification of sec61g as a novel prognostic marker for predicting survival and response to therapies in patients with glioblastoma. Med. Sci. Monit..

[40] Chen J., Qian Z., Li F., Li J., Lu Y. (2017). Integrative analysis of microarray data to reveal regulation patterns in the pathogenesis of hepatocellular carcinoma. Gut Liver.

[41] Sultana N., Rahman M., Myti S., Islam J., Mustafa M.G., Nag K. (2019). A novel knowledge-derived data potentizing method revealed unique liver cancer-associated genetic variants. Hum. Genom..

[42] Mollenhauer J., Wiemann S., Scheurlen W., Korn B., Hayashi Y., Wilgenbus K.K., Poustka A. (1997). Dmbt1, a new member of the srcr superfamily, on chromosome 10q25.3–26.1 is deleted in malignant brain tumours. Nat. Genet..

[43] Kwekel J.C., Desai V.G., Moland C.L., Branham W.S., Fuscoe J.C. (2010). Age and sex dependent changes in liver gene expression during the life cycle of the rat. BMC Genom..

[44] Xie X., Miao L., Yao J., Feng C., Li C., Gao M., Liu M., Gong L., Wang Y., Qi X. (2013). Role of multiple micrornas in the sexually dimorphic expression of cyp2b9 in mouse liver. Drug Metab. Dispos..

[45] Kumar R., Mota L.C., Litoff E.J., Rooney J.P., Boswell W.T., Courter E., Henderson C.M., Hernandez J.P., Corton J.C., Moore D.D. (2017). Compensatory changes in cyp expression in three different toxicology mouse models: Car-null, cyp3a-null, and cyp2b9/10/13-null mice. PLoS ONE.

[46] Jarukamjorn K., Sakuma T., Nemoto N. (2000). Discriminating activation of cyp2b9 expression in male c57bl/6 mouse liver by beta-estradiol. Biochem. Biophys. Res. Commun..

[47] Sato Y., Kaneko Y., Cho T., Goto K., Otsuka T., Yamamoto S., Goto S., Maruyama H., Narita I. (2017). Prolactin upregulates female-predominant p450 gene expressions and downregulates male-predominant gene expressions in mouse liver. Drug Metab. Dispos..

[48] Sanchez-Quesada C., Lopez-Biedma A., Warleta F., Campos M., Beltran G., Gaforio J.J. (2013). Bioactive properties of the main triterpenes found in olives, virgin olive oil, and leaves of olea europaea. J. Agric. Food Chem..

[49] Arbonés-Mainar J.M., Navarro M.A., Acín S., Guzmán M.A., Arnal C., Surra J.C., Carnicer R., Roche H.M., Osada J. (2006). Trans-10, cis-12- and cis-9, trans-11-conjugated linoleic acid isomers selectively modify hdl-apolipoprotein composition in apolipoprotein e knockout mice. J. Nutr..

[50] Gimenez E., Juan M.E., Calvo-Melia S., Planas J.M. (2017). A sensitive liquid chromatography-mass spectrometry method for the simultaneous determination in plasma of pentacyclic triterpenes of *Olea europaea* L.. Food Chem..

[51] Acin S., Navarro M.A., Perona J.S., Arbones-Mainar J.M., Surra J.C., Guzman M.A., Carnicer R., Arnal C., Orman I., Segovia J.C. (2007). Olive oil preparation determines the atherosclerotic protection in apolipoprotein e knockout mice. J. Nutr. Biochem..

[52] Surra J.C., Guillen N., Arbones-Mainar J.M., Barranquero C., Navarro M.A., Arnal C., Orman I., Segovia J.C., Osada J. (2010). Sex as a profound modifier of atherosclerotic lesion development in apolipoprotein e-deficient mice with different genetic backgrounds. J. Atheroscler. Thromb..

[53] Li H., Reddick R.L., Maeda N. (1993). Lack of apoa-i is not associated with increased susceptibility to atherosclerosis in mice. Arter. Thromb..

[54] Gabas-Rivera C., Barranquero C., Martinez-Beamonte R., Navarro M.A., Surra J.C., Osada J. (2014). Dietary squalene increases high density lipoprotein-cholesterol and paraoxonase 1 and decreases oxidative stress in mice. PLoS ONE.

[55] Carnicer R., Navarro M.A., Arbones-Mainar J.M., Arnal C., Surra J.C., Acin S., Sarria A., Blanco-Vaca F., Maeda N., Osada J. (2007). Genetically based hypertension generated through interaction of mild hypoalphalipoproteinemia and mild hyperhomocysteinemia. J. Hypertens..

[56] Guillen N., Acin S., Navarro M.A., Perona J.S., Arbones-Mainar J.M., Arnal C., Sarria A.J., Surra J.C., Carnicer R., Orman I. (2008). Squalene in a sex-dependent manner modulates atherosclerotic lesion which correlates with hepatic fat content in apoe-knockout male mice. Atherosclerosis.

[57] Pertea M., Pertea G.M., Antonescu C.M., Chang T.-C., Mendell J.T., Salzberg S.L. (2015). Stringtie enables improved reconstruction of a transcriptome from rna-seq reads. Nat. Biotechnol..

[58] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of rna-seq experiments with tophat and cufflinks. Nat. Protoc..

[59] Kong L., Zhang Y., Ye Z.-Q., Liu X.-Q., Zhao S.-Q., Wei L., Gao G. (2007). Cpc: Assess the protein-coding potential of transcripts using sequence features and support vector machine. Nucleic Acids Res..

[60] Shen S., Park J.W., Lu Z.-X., Lin L., Henry M.D., Wu Y.N., Zhou Q., Xing Y. (2014). Rmats: Robust and flexible detection of differential alternative splicing from replicate rna-seq data. Proc. Natl. Acad. Sci. USA.

[61] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with bowtie 2. Nat. Methods.

[62] Li B., Dewey C.N. (2011). Rsem: Accurate transcript quantification from rna-seq data with or without a reference genome. BMC Bioinform..

[63] Untergasser A., Cutcutache I., Koressaar T., Ye J., Faircloth B.C., Remm M., Rozen S.G. (2012). Primer3—New capabilities and interfaces. Nucleic Acids Res..

# Supplementary material for: Dietary Erythrodiol Modifies Hepatic Transcriptome in Mice in a Sex and Dose-Dependent Way
**Source:** Int J Mol Sci. 2020 Oct 4;21(19):7331. doi: 10.3390/ijms21197331

**Supplementary Table 1.** Characteristics of primers used in RT-qPCR according to MIQE guidelines.

| Gene Symbol         | Accession      |                    | Sequence                                                                       | Amplicon Length | Exons   | [Primer] | Efficiency |
|---------------------|----------------|--------------------|--------------------------------------------------------------------------------|-----------------|---------|----------|------------|
| <i>H4c17</i>        | NM_001195421.1 | Sense<br>Antisense | CAAAGTGCTGCGCGATAAC<br>A<br>AGATGCGCTTCACTCCTCC<br>TTGTGGAGAGTGTACACACC        | 83              | 1       | 0.2 µM   | 94%        |
| <i>LOC100862456</i> | XM_006537451.3 | Sense<br>Antisense | G<br>TCGAGCATCAAAAACCACC<br>A<br>GTAGGAGCCTCGACCTCTC                           | 121             | 1       | 0.05 µM  | 92%        |
| <i>Ccl19-ps2</i>    | XM_006536385.3 | Sense<br>Antisense | A<br>GGAAGGTCCAGAGAACCA<br>GC                                                  | 142             | 1       | 0.2 µM   | 94%        |
| <i>Ctrb1</i>        | NM_025583.2    | Sense<br>Antisense | CACCACCATGGCATTCTTT<br>GCATCCTCTCCGTTGACGAT                                    | 126             | 1/2     | 0.075 µM | 94%        |
| <i>Cyp2b10</i>      | NM_009999.4    | Sense<br>Antisense | ATGTTTAGTGGAGGAACTG<br>CGG<br>ATATTGGCCGTGATGCACT<br>G                         | 81              | 3/4     | 0.1 µM   | 103%       |
| <i>Zfp969</i>       | XM_017319408.2 | Sense<br>Antisense | ATGAAAGAGAAACCCTATG<br>AATGC<br>ACACCCCTGTATCCTCTTGA<br>CTTCACTCAGGAAGAGTGG    | 112             | 1       | 0.2 µM   | 96%        |
| <i>Zfp965</i>       | NM_001242944.1 | Sense<br>Antisense | GC<br>TGCCTTTGACTACGACTCTG<br>A                                                | 243             | 2/4     | 0.1 µM   | 95%        |
| <i>Ttn</i>          | NM_011652.3    | Sense<br>Antisense | GCCACTGCTGTGGTAGAAG<br>T<br>CTTAGACCCGCCATCGTCTC<br>AATGTCGATGGGGCGGATA        | 129             | 245/246 | 0.2 µM   | 98%        |
| <i>Rbm14-rbm4</i>   | NM_001290127.1 | Sense<br>Antisense | C<br>CAGCTCATGACCGTGCCAT<br>A<br>TTGTTGAGCCAAGTCAGCG<br>G                      | 74              | 1       | 0.2 µM   | 106%       |
| <i>Sec61g</i>       | XM_003085302.1 | Sense<br>Antisense | GTGG<br>TGATAGCAAATCCTATCGTT<br>GTGG                                           | 120             | 1/2     | 0.05 µM  | 105%       |
| <i>Rbm24</i>        | NM_001081425.1 | Sense<br>Antisense | TGCAGCCAGGTTTTGCCTTT<br>ATGTACGGTGTGGTGGGAAG<br>CC<br>TGGCCTTGGCTACAAGGAA<br>G | 166             | 2/4     | 0.2 µM   | 95%        |
| <i>Tmem81</i>       | NM_029025.3    | Sense<br>Antisense | AATTGGCTCGGAAGGGTCT<br>G                                                       | 266             | 2       | 0.1 µM   | 93%        |
| <i>Rnase2a</i>      | NM_053113.2    | Sense<br>Antisense | GAGCCTATCCCCGATGTGA<br>TG<br>ATGACTGGCCGGAGTTGTG                               | 218             | 2       | 0.1 µM   | 93%        |

|                |                |                    |                                                               |     |       |        |      |
|----------------|----------------|--------------------|---------------------------------------------------------------|-----|-------|--------|------|
| <i>Sult2a2</i> | NM_009286.2    | Sense<br>Antisense | ACCTCCCATCTTCCCATCCA<br>TCATGAGATAGATCGCCTT<br>GG             | 73  | 2/3   | 0.1 µM | 95%  |
| <i>Ndufb4b</i> | XM_001478443.6 | Sense<br>Antisense | TGAAAATCCCGGGGAGTCA<br>A<br>CGGAGACACGTCATACTCG<br>G          | 102 | 1     | 0.2 µM | 94%  |
| <i>Dmbt1</i>   | NM_001347632.2 | Sense<br>Antisense | CACCACCAATCTCCTTTGTC<br>AG<br>GTCTCGTTGTCAGCCTGTTT<br>GA      | 207 | 44/46 | 0.1 µM | 99%  |
| <i>Cyp2b13</i> | NM_007813.2    | Sense<br>Antisense | CTCATGCTGAGTCACTTCCC<br>TCTT<br>ACAGACCACAGAGTGTGAA<br>GTTGG  | 52  | 9     | 0.1 µM | 91%  |
| <i>Prtn3</i>   | NM_011178.2    | Sense<br>Antisense | CAATTACAACCCCGAGGAG<br>AAC<br>TTTAGCTGGAGGAGAAGCA<br>CGT      | 51  | 3/4   | 0.1 µM | 95%  |
| <i>Amy2a5</i>  | NM_001042711.2 | Sense<br>Antisense | TGCTTTCCCTCATTGGGTTC<br>AATATCAACCCAGCGCCAC<br>T              | 101 | 1     | 0.1 µM | 93%  |
| <i>Cyp2b9</i>  | NM_010000.2    | Sense<br>Antisense | ACCAGATCTACTTCTTAGCC<br>CGCT<br>GAGAACAACAGTAGAAGG<br>AAGGGTG | 151 | 9     | 0.1 µM | 104% |
| <i>Mup1</i>    | NM_001163011.1 | Sense<br>Antisense | TAAGAACAAGCAAAGGGG<br>CTGG<br>TCAGTCCCAAACACAGCAG<br>CA       | 127 | 1     | 0.1 µM | 97%  |
| <i>Apoa1</i>   | NM_009692.4    | Sense<br>Antisense | GCTGAACCTGAATCTCCTG<br>GAA<br>ACTAACGGTTGAACCCAGA<br>GTGTC    | 52  | 3/4   | 0.1 µM | -    |
| <i>ApoE</i>    | NM_009696.4    | Sense<br>Antisense | CTTGTTTCGGAAGGAGCTG<br>ACT<br>AGGCATCCTGTCAGCAATG<br>TG       | 92  | 1/3   | 0.1 µM | -    |
| <i>Tbp</i>     | NM_013684.3    | Sense<br>Antisense | GTGAGTTGCTTGCTCTGTGC<br>GCTGCGTTTTTGTGCAGAGT                  | 359 | 8     | 0.2 µM | 104% |
| <i>Pipb</i>    | NM_011149      | Sense<br>Antisense | GGAGATGGCACAGGAGGA<br>A<br>GTAGTGCTTCAGCTTGAAGT<br>TCTCAT     | 72  | 3/4   | 0.1 µM | 103% |

**Supplementary Figure 1.** PCR products obtained from hepatic RNA by RT-PCR. *Apoa1*-deficient mice do not express *Apoa1* and *ApoE*-deficient mice do not express *ApoE*. Lane 1, *Apoa1*-deficient mice; lane 2, *ApoE*-deficient mice and lane 3, negative control, no cDNA input. M, DNA ladder. PCR products were run into a 2% agarose gel and stained with ethidium bromide.

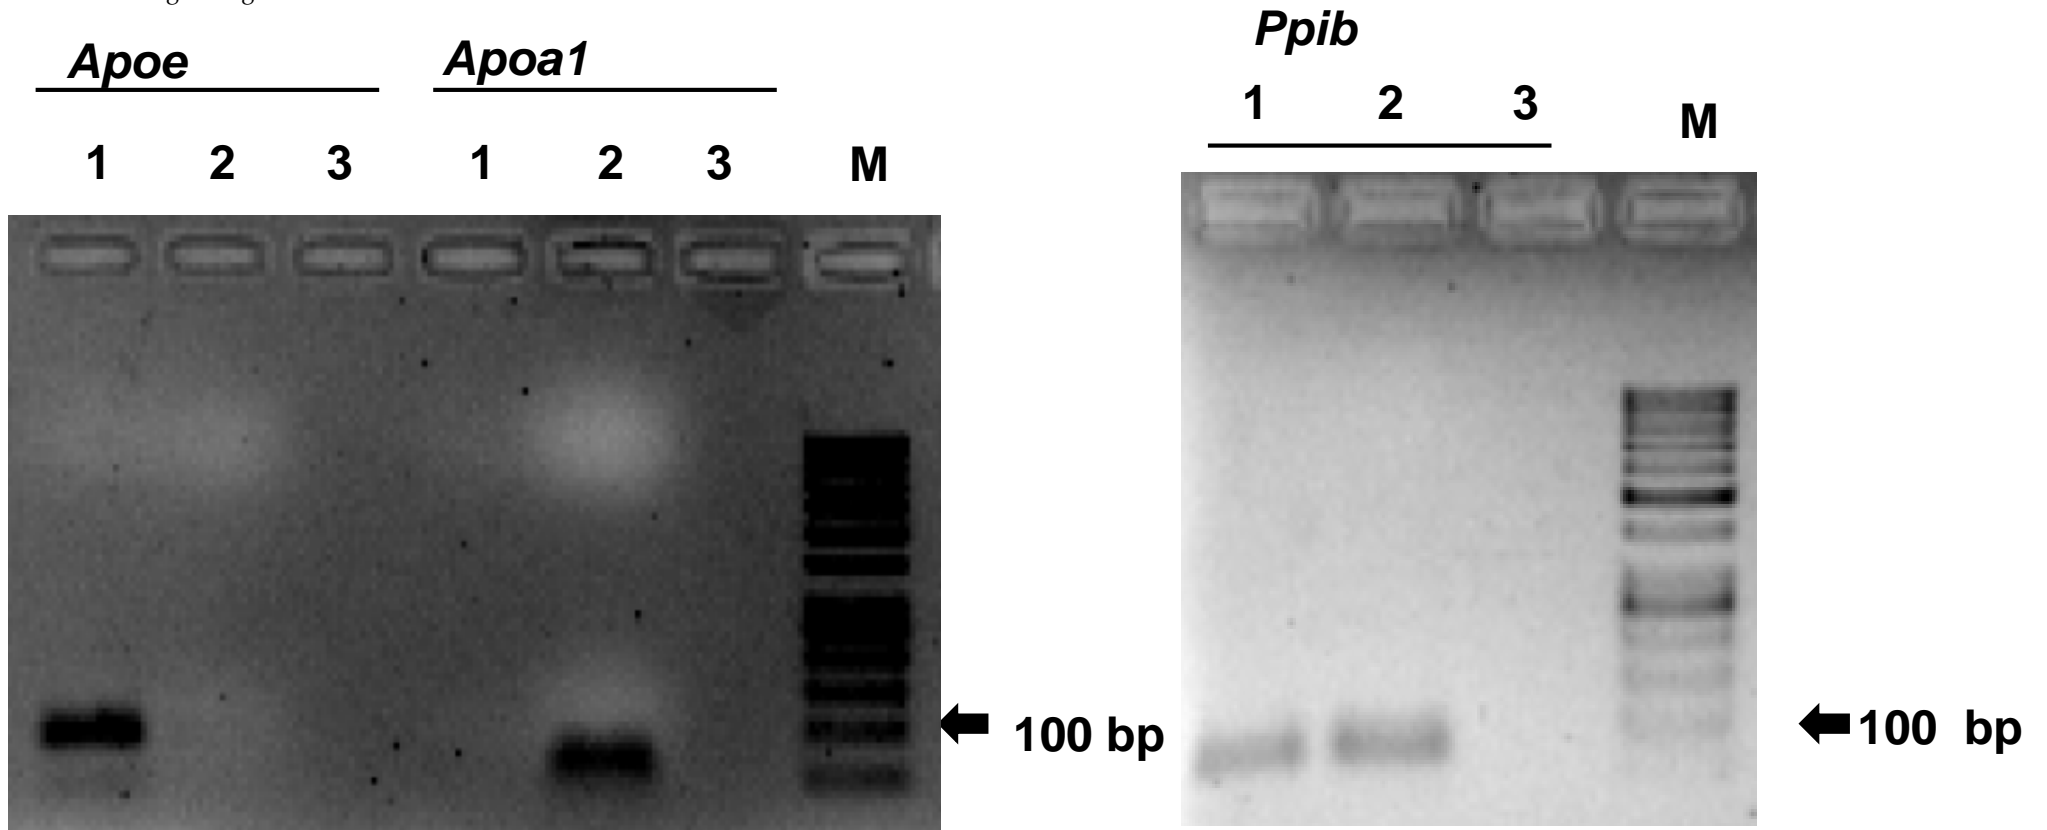

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

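Liver RNA of male Apoe-deficient mice on a Western diet without (7 pools) or with 10 mg/kg of erythrodiol (7 pools) was sequenced by the authors in paired-end mode. Groups and replicate numbers were taken from the labels of the samples. The labels and the paper give different durations of the diets, and the paper's was used. The paper does not list which mice entered which pool.

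The authors deposited, for each library, counts of clean reads, genes, transcripts, SNPs and splicing events, and mapping rates in percent, made with HISAT, GATK, rMATS, Bowtie2 and RSEM. For genes, the authors deposited an expected count per group, which is the sum over the libraries of the group and is not normalized. Beside it the authors deposited a log2 ratio of erythrodiol to control, scaled by the total count of each group, and a p-value and q-value per gene. The deposited ratio gives 0.5 counts to a group at 0. The authors' comparison of genes is named for the DEGseq method, which the paper's text does not name, and it compares pooled libraries, not conditions. The deposited events of rMATS carry inclusion and skipping counts for 7 libraries per group without naming them, so they were not assigned to replicates. Coordinates of genes are those of GRCm38. Starts of the rMATS events are counted from 0, since 43 of the 51 exon starts are found in the annotation when counted so and 0 when counted from 1.

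The design had assumed that gene counts per library might exist. Gene values were those of the groups, so no test across genes was made, and calls are those of the authors at a 2-fold change and a q-value under 0.001. The 14 libraries were compared with two-sided exact permutation tests of the difference between group means, adjusted after Benjamini-Hochberg within the substitutions, the SNP totals and the splicing types. Correlations across genes used 100000 permutations, or all pairings for 9 genes. Apart from those of the SNP totals and the splicing total, these tests, 10 lists of marker genes and the rule for a library far from its group were set before the data were examined. The lists were described by the percentile of their median log2 ratio among 10000 random lists matched on mean expression in 20 classes. Counting intervals are at 95%, and a group at 0 was set to 3 counts for a limit on the fold change. Medians relative to all genes or to genes of like length were taken over genes with at least 100 counts in the groups together. Genes named in the text are the 21 transcripts of Table 3, Apoe and Apoa1, the reference genes Ppib and Tbp, other genes the results and discussion name, and the 5 genes of highest and of lowest log2 ratio among those called. Other genes that the text singles out were chosen after their values were seen.

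The computation of ratios and lists was tested on simulated data. The 200 of 17552 genes changed were taken from those with a mean of at least 1000 counts. They were changed 4-fold, with counting error alone. Of these, 100% were recovered past 2-fold with the right sign, which such settings all but fix in advance. This says nothing of calls at few counts or of variation between pools. A rise with gene length of 0.36 was reduced to 0.00 by the correction, and 7.0% of random lists fell outside their central 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. A short example table with 2 columns of values and no library named was left out.

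Alternatives were the exact Mann-Whitney test, pairing of libraries by replicate number, each library left out in turn, values per 1000000 clean reads, shares, q-value limits with and without the fold limit, a minimum of 10 counts, a pseudocount of 1 and Spearman's rho. Libraries within 1% of the median number of clean reads, the 2 other scalings of the log2 ratio and the other genes for Sec61g, Zfp969 and Ccl19-ps2 were added after seeing the data. In the comparison with RT-qPCR, the genes for these 3 transcripts were first taken because they hold the RNAseq value the paper prints, so that the correlation is near the paper's in part by construction.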

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

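The tests of SNPs against uniquely mapped reads and unique mapping were chosen after the result was seen. Of 44 groups of 7 libraries, 4 held a library far from the others, and chance gives about 1 in 20.

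Control replicate 3 had 76.7% of its clean reads mapped to the genome, far below the next control library at 92.0%, and the gap was 0.852 of the range of the group. The same library had 64.3% of its reads mapped to genes, against 74.4% for the next, a gap of 0.588 of the range. It also had the fewest clean reads, 34856340, and the lowest unique mapping rate, 41.6%. Reads of another organism, or degraded RNA, were not tested because the reads were not used here. A biological explanation for a low mapping rate was not tested either. Fewer uniquely mapped reads as the whole reason for the spread of SNPs is argued against, since the coefficient of variation of SNPs relative to uniquely mapped reads was 34.0% over the control libraries against 33.9% for the counts, and 26.7% without this library, the lowest with any control library left out. The rate of unique mapping and the number of SNPs had rho = 0.86 over the control libraries (exact permutation test, p = 0.0238, adjusted p = 0.0714).

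Erythrodiol replicate 2 had 643 A–C changes, against 728 in the next lowest library, a gap of 0.620 of the range. Its number of clean reads, 48058606, was the highest of its group. Erythrodiol replicate 5 had 1729 retained introns, against 1691 in the next highest library, a gap of 0.585 of the range. It also had the highest unique mapping rate of its group, 68.0%. Neither a technical nor a biological explanation was tested for these libraries.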

How the results depend on the processing

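Of the alternatives, the range of clean reads, the 2 other scalings of the log2 ratio and the other genes for the RT-qPCR comparison were chosen after the results were seen. Of 519 values under alternatives over 68 results, 456 kept their direction and side of the threshold, or moved by less than their error, 7 became stronger, 15 moved and 41 reversed, and 0 became weaker. Of the 41, 21 arose in the range of clean reads and 3 from subtracting the median gene, which are set by the subtraction. For most reversed differences between libraries the difference was within the spread between libraries in both settings, and the cause was not tested.

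Beside the exact Mann-Whitney test, differences were taken between medians in place of means. Between medians, clean reads differed by -25524 and genome mapping by -0.36 percentage points. The sign changed with the measure and not through the test. Per 1000000 clean reads the difference in genes detected was -11.3. As shares, A–G changed by -0.591, C–T by -0.203, A–C by -0.00208, transitions by -0.794, skipped exons by -0.141, mutually exclusive exons by -0.456 and retained introns by -0.118 percentage points.

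Among libraries within 1% of the median number of clean reads, 2 control and 7 erythrodiol libraries are left, and the following differences reversed: clean reads -107887, genome mapping -0.564, unique genome mapping -2.17, unique gene mapping -3.40, genes -350.1, transcripts -1367, A–G -320.2, C–T -260.3, A–C -71.1, A–T -143.9, C–G -60.6, G–T -74.3, transitions -580.5, transversions -349.8, all SNPs -930.3, skipped exons -670.6, mutually exclusive exons -56.9, alternative 5′ sites -138.1, alternative 3′ sites -188.6, retained introns -47.1 and all splicing events -1101. The exact permutation p was 0.0278 for genes, transcripts and all splicing events and, adjusted, 0.0463 for both alternative sites and retained introns. The other 5 control libraries are missing from that range by its construction.

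With each library left out in turn, the difference in clean reads went from -861550 to 2536442 and that in gene mapping from -2.12 to 0.726, the lowest of both without control replicate 3. Unique genome mapping went from 3.28 to 7.85, transitions from 842.3 to 1683, transversions from 376.0 to 782.2 and all SNPs from 1218 to 2465, each highest without control replicate 6. Without control replicate 6 the adjusted exact permutation p of each of these SNP totals was 0.0466. The other results kept their direction and side of the threshold in these fits, but their size moved. Genome mapping went from 0.141, without control replicate 3, to 3.14, unique gene mapping from 2.18 to 4.81, genes from 39.4 to 277.0, transcripts from 828.0 to 2213, skipped exons from 414.0 to 997.4, mutually exclusive exons from 13.0 to 53.8, alternative 5′ sites from 135.3 to 287.8, alternative 3′ sites from 198.1 to 413.1, retained introns from 110.1 to 223.6 and all splicing events from 877.1 to 1973. A–G went from 418.0 to 833.0, C–T from 424.4 to 849.5, A–C from 84.6 to 172.8, A–T from 112.0 to 251.8, C–G from 96.8 to 188.1 and G–T from 82.7 to 169.5. The lowest of these were without control replicate 1, apart from genome mapping and mutually exclusive exons, which were lowest without control replicate 3.

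Under the replicate block, which pairs libraries by replicate number, 0 of 22 results changed in direction or in side of the threshold. The difference in SNPs was 1943 with an exact sign-flip p of 0.203. The numbers do not pair the samples, since same-numbered libraries correlated with r = -0.08 for SNPs, 0.19 for splicing events, -0.05 for transcripts and 0.12 for unique mapping.

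With a q-value under 0.05 and 2-fold, 222 genes were higher and 299 lower, and with a q-value under 0.001 and no fold limit, 6192 and 1838, since these limits are wider by construction. Relative to the median gene 187 genes were lower and 48 higher, as subtracting the same amount from every gene moves calls from higher to lower. With at least 10 counts, the genes seen in 1 group alone fell to 10 for the control and 4 for erythrodiol, since their depth is too low to tell absence from chance.

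Relative to the median gene, the median log2 ratio was -0.14 for male-biased genes, -0.09 for Y-linked genes, -0.07 for constitutive androstane receptor targets, -0.61 for acute phase genes and 0.21 for circadian genes. This scaling subtracts the same 0.16 from every gene, so these moves, and the 3 changes of sign of medians between 0 and 0.16, follow from it by construction and say nothing about the lists. Relative to genes of like length it was -0.06 for male-biased genes, -0.19 for Y-linked genes, 0.17 for pancreatic acinar genes, -0.39 for acute phase genes and 0.17 for circadian genes. Of 28 named genes, 4 moved beyond their counting interval under that scaling. The sign of 1 changed, that of Cyp2c55, from 0.05 to -0.05. With a pseudocount of 1, 0 moved and 0 changed sign.

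Spearman's rho over the 21 RT-qPCR genes was -0.0026, and over the genes with counts in both groups r rose to 0.739. The cause was not tested. Models of counts per library (edgeR, DESeq2, their filters, upper-quartile scaling, a block and leaving out libraries for genes) and a pseudocount of 0.1 were not run, since only group values were used for genes.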

Differences from the paper's values

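The comparison of values with those of the paper was set before the data were examined, apart from the choice of genes for Sec61g, Zfp969 and Ccl19-ps2, which was made after seeing the values, and the value in the legend of Figure 5C, which was added after seeing them. Of 65 values of the paper, 4 differed by more than the limits, which were 0.1 for a log2 ratio, 0.05 for a correlation and, for counts and means, the larger error together with 1.5 times. Counts of genes differed by less than that. Genes above 0 in a single group were 546 and 478, against the paper's 554 and 488, those above 0 in each group 17019 and 16951, against the paper's 17064 and 16998, and those at the log2 limit of Tables 1 and 2 were 30 and 59, against the paper's 29 and 63.

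For Sec61g the paper's log2 ratio is -5.1, and the gene of that symbol and of the accession in Table 2 had -0.82 in the authors' deposited table. The supplement gives the RT-qPCR assay of Sec61g another accession, which leads to Gm15266, a gene not analysed here. For Zfp969 the paper's value is -6.7, and the gene to which its accession leads had -0.09 in the authors' deposited table. For Ccl19-ps2 the paper's value is 4.4, and the gene of its accession had 3.36 in the authors' deposited table. With a pseudocount of 1, the values were -0.82, -0.09 and 2.61, so that no alternative set before the data were examined closed the gap. Other genes reach the paper's values, a choice made after seeing the values: LOC102637269 at -5.10, LOC102639505 at -6.65 and Gm21104 at 4.38 in the authors' deposited table.

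For the correlation over the 9 genes of Figure 5D the paper's values are 0.9 in its text and 0.8 in the legend of Figure 5C. The r = 0.905 here is within the limit of the former and past that of the latter. Of the alternatives set before the data were examined, leaving out the 2 genes farthest from the median RT-qPCR value gave 0.836, within the limit of the legend's value, and Spearman's rho at 0.900 and a pseudocount of 1 at 0.902 did not. The gene of Sec61g's own symbol gave 0.759, also within that limit, a choice made after seeing the values.

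The paper gives 1 number of clean reads and 1 of transcripts for the libraries of both groups. They equal the mean and SD of the control group, while the erythrodiol libraries had 47887995 ± 172644 clean reads (SD, n = 7) and 33011 ± 393 transcripts (SD, n = 7). Figure 4D draws LOC102641086 as down-regulated, whereas its log2 ratio in the authors' deposited table is 4.52. The text counts more down-regulated transcripts than Table 2 lists, which holds 58. The supplement states, from RT-PCR products, that Apoe is not expressed in Apoe-deficient mice. The deposited counts of Apoe were 9403 in the control and 8293 with erythrodiol, against 805494 and 900990 for Apoa1. They cover the whole gene, while RT-PCR measures a part of it, so the counts alone do not contradict that statement.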

Other observations

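The tests on Mup genes, on counts that are not whole, on circadian genes, on gene length for the granulocyte, erythroid and acute phase lists, and on the spread of SNPs and splicing events were chosen after the result was seen. The others were written before. The scaling to genes of like length, on which the test of the lower calls rests, was however chosen after seeing the data. Each gene has 1 pooled value per group, so no list or gene below has a replicate check, and percentiles describe these libraries. An effect of erythrodiol on any of these genes stays open and untested.

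The median log2 ratio over genes with at least 100 counts rose with gene length, from -0.06 in the shortest of 5 classes to 0.30 in the longest, a rise of 0.36. A GC content bias is argued against, since within 5 classes of GC content, known for 98.7% of these genes, the median rise was 0.42. Noise of low counts is argued against, since over genes with at least 1000 counts the rise was 0.38. A length bias between the libraries of the groups may thus enter the calls of short genes: of genes with at least 100 counts, 55 called lower and 3 called higher were in the shortest class. A bias of typical size is argued against as the cause of the lower calls as a whole. Of the 124, 98 stayed past 2-fold relative to genes of like length. Calls far past 2-fold stay so by construction, since the median subtracted was -0.3 for genes as short as Mup1. A stronger length bias in single genes was not tested. What made the ratio depend on length was not tested.

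Counts of 24 genes of major urinary proteins together fell from 15325366, 12.5% of the control counts, to 8716003, 6.99%, a log2 ratio of -0.84. All 24 were below the median gene. The sum was -0.66 relative to genes of like length, so a length bias of typical size is too small to be the whole cause. It was -1.0 relative to the median gene. This argues against reads shared between these paralogs as the cause, since sharing leaves the sum unchanged. Leaving these genes out of the totals moved the median log2 ratio of all genes by -0.09, from 0.16 to 0.07, so that they take part in the shift of the median gene but are argued against as the whole cause.

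Of the called genes, 14 had 0 counts in a group, 4 of them higher and 10 lower with erythrodiol. Counts that are not whole, which RSEM gives when reads are divided between similar sequences, were seen in 11 of the 14, or 78.6%, against a median of 21.4% and an upper limit of 42.9% in random lists matched on mean expression. Reads shared between near-identical copies are a candidate explanation for these calls, LOC100862456 and LOC102641086 among them.

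Neutrophil and granulocyte precursor genes had a median log2 ratio of -0.94 (percentile 0 of the random lists), with 14 of 15 lower, from Prtn3 at -3.18 to Cebpe at 0.18 in the authors' deposited table. Of the 15, 13 had at least 10 counts. The most abundant, Lcn2, went from 16254 to 12114 counts and is also on the acute phase list. Relative to genes of like length the median was -0.88, so a length bias of typical size is too small to be the whole cause. The subtraction could not have removed so low a median, and a stronger bias in single genes was not tested. More granulocyte precursors in the control pools may be behind the lower Ltf and Olfm4. For Prtn3, which fell from 367 to 41 counts, the list cannot decide it. Elane, Mpo and Ctsg also fell, but from 24, 13 and 3 counts in the control to 14, 3 and 1, far fewer than Prtn3 lost. Prtn3 was also picked by the paper from these libraries. Erythroid genes had a median of -0.77 (percentile 0), with 12 of 14 lower, and -0.68 relative to genes of like length. More red cell precursors or blood in the control pools is a candidate explanation, as the abundant Hbb-bs and Hbb-bt fell from 55625 to 34312 and from 11578 to 5763 counts, although Alas2, at 16672 and 17475, and Klf1, at 301 and 328, were level and Hba-a1 fell less, from 43329 to 35563, which more blood alone would not give. Relative to genes of like length, Hba-a1 and Hba-a2 were level at -0.0 and -0.02, while Hbb-bs and Hbb-bt stayed lower at -0.41 and -0.72. Since no gene has a value per library, it was not tested whether the lower values of these lists come from a few pools.

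Acute phase genes had a median log2 ratio of -0.45 (percentile 0), with 13 of 17 lower, Saa1 and Saa2 falling from 52221 to 22566 and from 25386 to 12039 counts. Relative to genes of like length the median was -0.39, which argues against length as the whole cause. Circadian genes were higher in 16 of 16, with a median of 0.37 (percentile 99.9), 0.17 relative to genes of like length (percentile 99.7), so that length is argued against as the whole cause here too. Of the 16 genes, 14 were above the median gene, and the time of day of sampling was not tested.

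Of the female-biased liver genes used, 11 were higher and 14 lower, with a median of -0.14 (percentile 1.04), the lower ones including Cyp2b9, Cyp2b13, Sult2a1, Sult2a2, Hao2 and Akr1c18, and the higher ones Cyp2a4 and Cyp17a1. The female-biased list was also lower relative to genes of like length, at -0.25 (percentile 1.51). Y-linked genes had a median of 0.07 (percentile 17.9), and -0.19 relative to genes of like length. Male-biased liver genes had 0.02 (percentile 4.53), and -0.06 relative to genes of like length. A female mouse among the control pools and an effect of the diet cannot be told apart here, since a single animal among the pooled mice moves Y-linked genes little. X-inactivation transcripts were not analysed here.

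Pancreatic acinar genes had a median of -0.14 (percentile 14.5), 10 higher and 13 lower. The median turned to 0.17 relative to genes of like length, with 12 of 23 above them. Cpa1 rose from 2 to 15 and Ctrb1 from 8 to 42 counts, while Amy2a5 fell from 124 to 22.5 and Pnlip was level at 11 and 10. Pancreatic tissue in the erythrodiol pools and a change in single genes cannot be told apart, since the members go both ways at few counts. Constitutive androstane receptor targets had a median of 0.10 (percentile 30.2), and 0.16 relative to genes of like length (percentile 99.3), with 13 of 19 higher in the authors' deposited table, 9 of 19 above the median gene and 10 of 19 above genes of like length, Cyp2b10 being the called gene, and Cyp2c55, which the discussion names, had 717 and 755 counts.

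Numbers of SNPs and splicing events were lower on average and more variable in control libraries. Fewer clean reads as the whole reason is argued against, since the coefficient of variation of SNPs relative to clean reads was 30.9% over the control libraries against 33.9% for the counts, and that of splicing events 17.6% against 22.2%. Without control replicate 4 these were 23.3% and 12.9%, above the 3.93% and 3.54% of the erythrodiol libraries. Fewer uniquely mapped reads as the whole reason is argued against for SNPs, since relative to uniquely mapped reads their coefficient of variation was 34.0%, and 26.7% without control replicate 3, against 4.25% over the erythrodiol libraries. For splicing events it cannot be told apart from other causes, since the value of 22.7% rests on control replicate 3 and was 10.8% without it. Over the control libraries, unique mapping and SNPs had r = 0.70 (exact permutation test, p = 0.0849, adjusted p = 0.255) and rho = 0.86 (exact permutation test, p = 0.0238, adjusted p = 0.0714 over 3 relations). For clean reads r was 0.34 (exact permutation test, p = 0.415) with rho = 0.07 (exact permutation test, p = 0.906), and for gene mapping r was -0.18 (exact permutation test, p = 0.773) with rho = -0.46 (exact permutation test, p = 0.302). Without the 2 farthest libraries r was 0.92 for unique mapping, -0.92 for clean reads and -0.74 for gene mapping, so that values over the 5 libraries left are unstable. Sequencing the control libraries to another yield cannot be told apart from the group, since 2 control libraries and all 7 erythrodiol libraries lay within 1% of the median number of clean reads. The 2 had 11466 and 11974 SNPs, and the other 5 from 4496 to 10787.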
